# Fangji Dihuang formulation ameliorated DNCB-induced atopic dermatitis-like skin lesions by IL-17 signaling pathway: integrating network analysis and experimental validation

**DOI:** 10.3389/fphar.2023.1220945

**Published:** 2023-11-27

**Authors:** Wenting Zhao, Honghong Jiang, Yunfan Gu, Weiming Zhang, Shijie Bao, Ming Dai, Bilin Dong, Ya Yang, Ke Li, Li Qin, Xianyu Zeng

**Keywords:** Fangji Dihuang formulation, atopic dermatitis, inflammation, single-cell RNA-seq, network analysis, RNA sequence

## Abstract

**Background:** The Fangji Dihuang formulation (FJDHF) is a widely recognized Traditional Chinese Medicine (TCM) formula that consists of five plant drugs: Stephaniae Tetrandrae Radix, Cinnamomi Ramulus, Rehmanniae Radix, Saposhnikoviae Radix, and Glycyrrhiza Urensis Fisch. This formulation has been known to exhibit clinical therapeutic effects in the treatment of inflammatory skin diseases. However, there is a lack of pharmacological research on its anti-atopic dermatitis (AD) activity.

**Methods:** To investigate the potential anti-AD activity of FJDHF, DNCB was used to induce AD-like skin inflammation in the back of mice. Following successful modeling, the mice were administered FJDHF orally. The extent of the inflammatory skin lesions was recorded at day 4, 7, 14 and 28. UHPLC-Q-Exactive Orbitrap MS was used to identify and match the compounds present in FJDHF with ITCM, TCMIP and TCMSID. In silico predictions of potential target proteins of the identified compounds were obtained from SwishTargetPrediction, ITCM and TargetNet databases. AD-related genes were identified from GSE32924 data set, and FJDHF anti-AD hub genes were identified by MCODE algorithm. ClueGo enrichment analysis was employed to identify the core pathway of FJDHF’s anti-AD effect. To further investigate the anti-AD effect of FJDHF, single-cell RNA sequencing data set (GSE148196) from AD patients was analyzed to determine the target cells and signaling pathways of FJDHF in AD. Finally, rt-PCR, flow cytometry, and mouse back skin RNA sequencing were utilized to validate our findings.

**Results:** FJDHF was found to be effective in improving the degree of the AD-like lesions in the mice. Network pharmacological analysis revealed the core pathway of FJDHF to be the IL-17 signaling pathway, which is interactively associated with cytokines. Single-cell RNA sequencing analysis suggested that FJDHF may play an anti-AD role by influencing dendritic cells. Flow cytometry and rt-PCR results showed that FJDHF can reduce the influence of AD sample of IL-4, IFN-γ and the expression of IL-17. The RNA sequencing of mouse back skin also confirmed our conclusion.

**Conclusion:** FJDHF may inhibit DNCB-induced AD-like skin inflammation in mice by inhibiting the IL-17 signaling pathway. Thus, FJDHF can be considered as a potential therapeutic agent for AD.

## 1 Introduction

Atopic dermatitis (AD) is a highly recurrent, chronic inflammatory skin disease and is the most common non-fatal skin condition leading to substantial patient burden (Ständer, 2021). While incidence appears to have plateaued in developed countries, the prevalence of AD is on the rise in developing countries (Yi et al., 2019). Its prevalence is estimated to be between 15%–20% in children and up to 10% in adults (Laughter et al., 2021). Some of the challenges in AD management are universal, and, unfortunately, there is no cure yet. Biologics and oral small-molecule JAK1 inhibitors largely control the symptoms of AD but imply high costs in resource-limited areas (Kuznik et al., 2017; Cheng and Silverberg, 2019; Ratchataswan et al., 2021). The average annual cost for a child with AD in Asia is estimated to be US $7,943, including healthcare expenditures and informal care costs (Olsson et al., 2020), adding to the economic burden for children and their families. The average direct cost of AD was $4,411 in adults and adolescents, while the average indirect cost was $9,068 per year (Fasseeh et al., 2022). Furthermore, the severity of AD also has a corresponding impact on work efficiency; moderate AD patients lose an average of 9.6 h per week, while severe AD patients lose 19.0 h (Andersen et al., 2020). Another main medication for the treatment of AD is glucocorticoids. In many patients with mild to moderate AD, significant adverse reactions of glucocorticoid lead to corticosteroid phobia, which results in insufficient or no prescription of topical corticosteroids (TCS) (Li et al., 2018). Systemic corticosteroids use also implies more adverse reactions and rebound flaring of disease (Brar et al., 2019). As a result, traditional medicine continues to play an important role in meeting healthcare needs in many developing countries (Yi et al., 2019).

Chinese herbal therapy, as one of the complementary and alternative therapies, has a well-developed theoretical basis. According to several systematic reviews, Chinese herbal therapy can improve the size and severity of skin lesions, as well as sleep quality in AD patients (Cai et al., 2022; Li et al., 2022). Fangji Dihuang formulation (FJDHF), recorded in the ‘Synopsis of Golden Chamber’, is composed of five botanical drugs: *Stephaniae Tetrandrae Radix, Cinnamomi Ramulus*, *Rehmanniae Radix, Saposhnikoviae Radix*, and *Glycyrrhiza uralensis Fisch.* Its efficacy has been widely recognized by both doctors and patients, likely due to the anti-inflammatory, anti-allergic, and antioxidant effects of these botanical drugs and their active ingredients (Liu et al., 2022; Lu et al., 2022). Despite the lack of knowledge on the pharmacological studies and potential mechanisms of anti-AD in Fangji Dihuang formulation (FJDHF), this study integrated network pharmacology and bioinformatics analysis to identify the target and cell of action of FJDHF, which was then verified through animal experiments.

## 2 Methods

The flow of this work is plotted in Figure 1.

**FIGURE 1:**
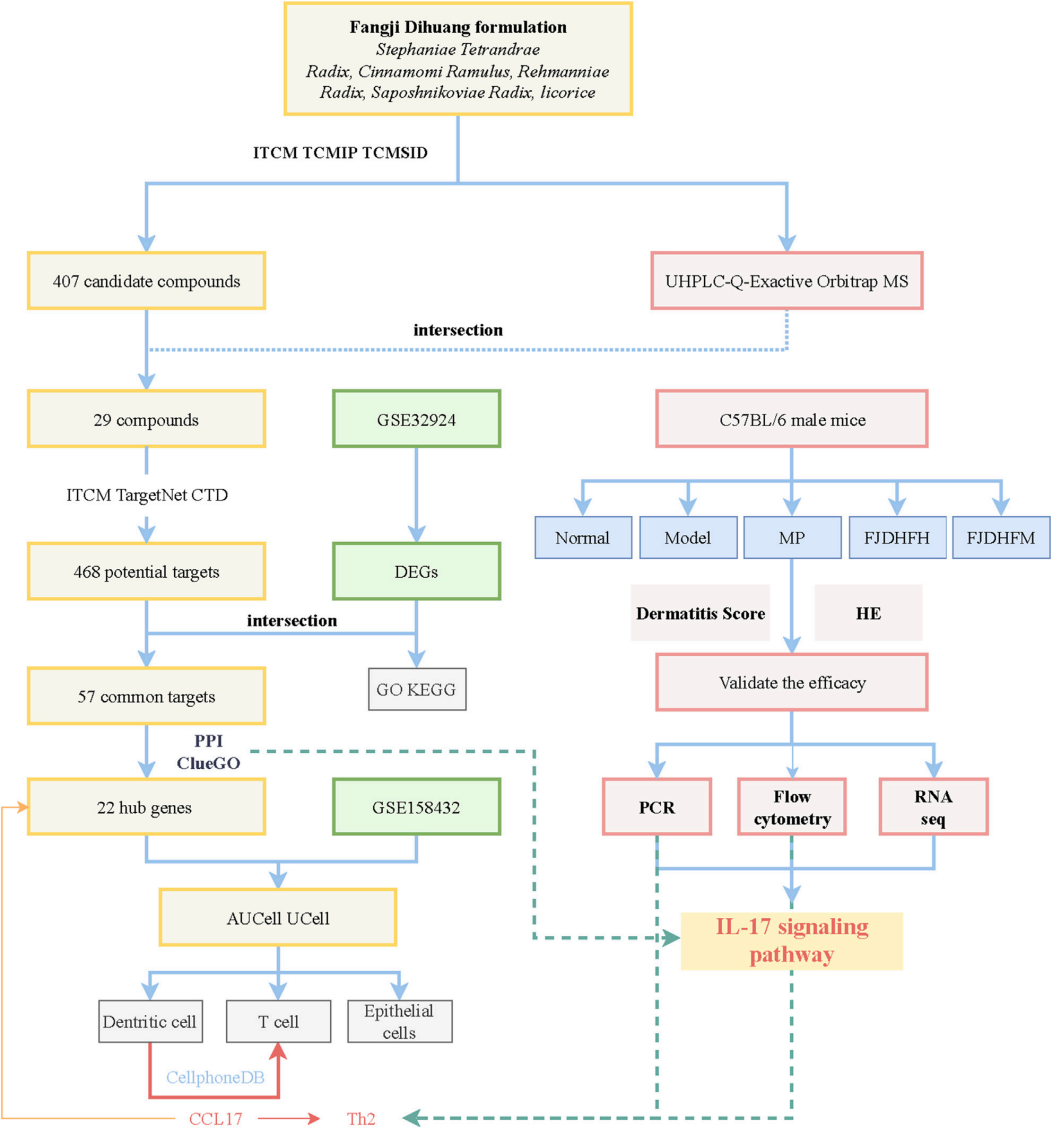
Workflow figure of this study.

### 2.1 Preparation of FJDHF

In our experiments, the preparations of FJDHF were provided by the Department of Pharmacy of Wuhan No.1 Hospital. These preparations were consisted of five ingredients: 10 g dried roots of *Stephania tetrandra* S.Moore [Menispermaceae], 10 g dried twigs of *Cinnamomum cassia* Presl [Lauraceae], 10 g dried roots of *Saposhnikovia divaricata* (Turcz.) Schischk [Umbelliferae], 6 g dried roots of *Glycyrrhiza uralensis* Fisch [Fabaceae Lindl], along with 60 g fresh tuberous root of *Rehmannia glutinosa* Libosch [Scrophulariales]. The mass ratio is 5: 5: 5: 3: 30. These ingredients were authenticated by Professor Xu Hongfeng from the Department of Pharmacy of Traditional Chinese and Western Medicine Hospital of Wuhan.

The FJDHF extraction process is as follows: a total of 96 g of the five ingredients is taken and soaked in twice the amount of water for 0.5 h. Then, 10 times the amount of water is added, and the mixture is decocted twice, with each decoction lasting 1 h. The resulting decoctions are filtered and combined. The filtrate is then concentrated under reduced pressure to achieve a relative density of about 1.02–1.05 (40 °C). To dissolve the concentrate, 5 mL of water is added and boiled. This solution is then added to the concentrated solution, followed by the addition of water up to 100 mL. The mixture is filtered to obtain an initial extraction solution of 50 mL. Finally, the solution is dried using a rotary evaporator, resulting in 27.4 g (with 96 g raw ingredients) of freeze-dried powder of the FJDHF formulation.

Based on clinical experience and references from “Synopsis of the Golden Chamber” the recommended dose of FJDHF freeze-dried powder for adults weighing 60 Kg is 27.4 g/d (with a raw ingredients dose of 96 g/d), which translates to 0.457 g/kg/d. To ensure a comparable drug dose ratio between humans and animals, we utilized the body surface area conversion formula used by Wei et al. This led us to determine a dosage of 4.1587 mg/g/d for mice, calculated as 457 mg * 70 kg * 0.0026/20 g (Wei et al., 2010). In our *in vivo* experiment, the FJDHF medium dose group (FJDHF-M) was administered a dose of 4.158 mg/kg/d, while the high-dose group (FJDHF-H) received a dose 1.5 times higher, amounting to 6.238 mg/kg/day.

To ensure compliance with pharmacopoeia standards and minimize batch variations, we employed the UHPLC-Q-Exactive Orbitrap MS method to analyze the components of the FJDHF freeze-dried powder. The operating method for UHPLC-Q-Exactive Orbitrap MS is as follows: After thawing the FJDHF-H solution on ice, it was vortexed for 30 s. The sample was then centrifuged at 4°C and 12,000 rpm for 15 min to obtain the supernatant. 300 μL of this supernatant was taken and mixed with 1000 μL of extraction solution (methanol: water in a 4:1 ratio), after which it was vortexed for 30 s and ultrasonicated in an ice water bath for 5 min. The sample was then left to stand at −40°C for 1 h before being centrifuged at 12,000 rpm at 4°C for 15 min. The supernatant was carefully taken and filtered using a 0.22 μm microporous filter membrane (Vanquish, Thermo Fisher Scientific, United States). Analysis was then conducted using an UPLC BEH C18 column (1.7 μm*2.1*100 mm) purchased from Waters, with an injection volume of 5 μL.

### 2.2 Mice

C57BL/6 male mice (Beijing Vital River Laboratory Animal Technology Co., Ltd.,China) aged 6–8 weeks were divided into 5 groups (n = 8) after adaptive feeding for 1 week: model group (Model), methylprednone control group (MP), FJDHF high-dose group (FJDHF-H), FJDHF medium-dose group (FJDHF-M), and normal control group. 2, 4-dinitrochlorobenzene (DNCB, Sigma, United States) was dissolved in acetone and olive oil (volume 3:1) before use. On day 0, each mouse was shaved on the back within a 2*2 cm area. On day 1, the back skin of all mice, except the normal control group (NC), were sensitized with 200 μL of a 1% DNCB solution. Starting from day 4, the back skin of all mice, except the normal control group, were repeatedly stimulated with 100 μL of a 0.5% DNCB solution for the duration of the experiment (days 4, 7, 9, 11, 13, 15, 17, 19 and 21) (Lee et al., 2020). After the seventh day, the FJDHF-H and FJDHF-M group received different concentrations of FJDHF by oral tube feeding daily, while the MP group was administered 10 mg/kg of methylprednone (CAS: 83-43-2, MCE, China) orally until the end of the experiment (day 28). The NC group did not receive any treatment. The specific modeling process and intervention methods are depicted in Figure 2. All mice were kept in a temperature-controlled (20°C–22°C) and humidity-controlled (55%) SPF environment, with free access to food and water. The animal experiment was ethically approved by the Animal Experiment Center of Hubei University of Traditional Chinese Medicine (HUCMS202108009).

**FIGURE 2:**
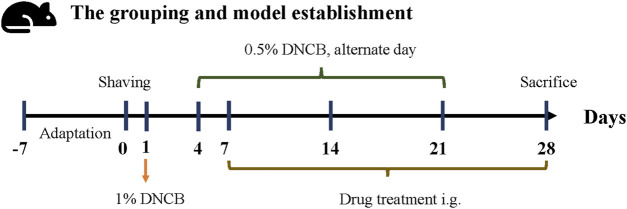
Modeling the methodology and group administration scheme of AD-like mice.

### 2.3 Evaluation of dermatitis scores

The dermatitis index score of each mouse was assessed every 7 days starting on the seventh day, according to a modified version of the Eczema Area and Severity Index (EASI) (Chopra et al., 2017). The EASI score consists of five aspects: surface area, Erythema, Thickness, Excoriation, and Lichenification. Since the modeling area was nearly the same in each experimental group, we evaluated and scored only four items: Erythema, Thickness, Excoriation, and Lichenification. The severity of these symptoms was scored on a scale from 0 (mildest) to 3 (most severe) (Chen et al., 2021).

On days 4, 7, 14, and 28 of the experiment, photos of the mice’s back skin were taken simultaneously. Dermatologists who were not involved in the experiment then scored the symptoms based on the photos.

### 2.4 HE staining

On the 28th day, the mice were sacrificed, and the dorsal skin tissue was harvested and fixed in 4% paraformaldehyde for 24 h. The tissue was then dehydrated and embedded in paraffin before being cut into 5 μm-thick slices and stained with hematoxylin and eosin (H&E). The specific procedure involves soaking the slices in hematoxylin dye for 4 min after the dewaxing and hydration steps. Finally, the slices are dyed with eosin. The entire process is performed using a fully automatic staining machine (HistoCore SPECTRA ST, Leica, Germany).

### 2.5 Rt-PCR

According to the manufacturer’s instructions, total RNA was extracted from skin tissue samples using the MiniBEST Universal RNA Extraction Kit (Code# 9767, Takara, China) after grinding with liquid nitrogen. cDNA was synthesized using approximately 1 μg of RNA (Code# RR047A, Takara, China). SYBR Green (Code# RR820A Takara, China) was employed to determine the expression levels of IL-17, IL-4, and IFN-γ with GAPDH as endogenous controls, using a PCR system Step one Plus (Thermo Fisher, United States). The primer sequence is shown in Table 1. The reaction is carried out under the following conditions: Stage 1 predenaturation at 95°C for 30 s, followed by Stage 2 PCR reaction with 40 cycles at 95°C for 5 s and 60°C for 30 s. GAPDH was used as the internal control. The 2^-ΔΔCt method was used to calculate the relative expression of these mRNA.

**TABLE 1:** RT-PCR primers.

Gene	Primers sequence (5'- 3′)
IL17A-F	CAG​ACT​ACC​TCA​ACC​GTT​CCA
IL17A-R	ACA​ATC​GAG​GCC​ACG​CAG​GTG​CAG​C
IL4-F	GGT​CTC​AAC​CCC​CAG​CTA​GT
IL4-R	GCC​GAT​GAT​CTC​TCT​CAA​GTG​AT
IFNγ-F	CAG​GCC​ATC​AGC​AAC​AAC​ATA​AGC
IFNγ-R	AGC​TGG​TGG​ACC​ACT​CGG​ATG
GAPDH-F	AGG​TCG​GTG​TGA​ACG​GAT​TTG
GAPDH-R	GGG​GTC​GTT​GAT​GGC​AAC​A

### 2.6 Network analysis and bioinformatics analysis

#### 2.6.1 Prediction of putative FJDHF prescription targets

After downloading a total of ingredients with DrugLike Score greater than 0.5 from the ITCM website (Tian et al., 2023), Chemical Component from TCMIP (Xu et al., 2019) and TCMSID (Zhang et al., 2022), they were intersected with the ingredients identified by UHPLC-Q-Exactive Orbitrap MS. Four databases were consulted to identify known therapeutic targets for AD: the Swisstargetprediction database (Daina et al., 2019), the ITCM database, the TargetNet Database (Yao et al., 2016), and the Comparative Toxicogenomics Database (Davis et al., 2021).

#### 2.6.2 Data source

We obtained gene expression data (GSE32924) from the Gene Expression Omnibus (GEO) database to analyze the characteristic genes of atopic dermatitis (AD) in the skin lesions of AD patients and normal healthy people (Suárez-Fariñas et al., 2011). Additionally, single-cell RNA sequencing data (GSE158432) from 10 AD patients were downloaded and used to analyze the mechanism of FJDHF action (Bangert et al., 2021).

#### 2.6.3 Construct protein-protein interaction (PPI) network

The targets of FJDHF were compared to characteristic genes of AD, producing a Venn diagram for the common targets. To assess the priority of these common targets, they were imported into the String database (Szklarczyk et al., 2019) for network topology analysis. The resulting PPI network was visualized using Cytoscape software (Shannon et al., 2003). The Molecular Complex Detection (MCODE) algorithm was employed to identify highly connected network components, which were regarded as hub genes of FJDHF anti-AD.

#### 2.6.4 Molecular docking

We use the CB Dock2 online tool for molecular docking (Liu et al., 2022). The CCL17 protein structure can be downloaded from PubChem, and the MOL2 structure files for plant medicinal ingredients can be downloaded from the TCMSP website or PubChem.

#### 2.6.5 Functional enrichment analysis

The ClusterProfiler package was used to assess the GO (The Gene Ontology Consortium, 2019) and KEGG (Kanehisa et al., 2017) for DEGs in GSE32924, considering a |log2FC|≥1, False Discovery Rate (FDR) of <0.05 and *p*-values <0.01 as statistically significant. Furthermore, an analysis of hub genes enrichment was conducted using ClueGo plug-in on Cytoscape 3.6.2 (Bindea et al., 2009).

#### 2.6.6 Receiver operating characteristic (ROC) curve

The pROC package was used to plot receiver operating characteristic (ROC) curves and the selected core genes were evaluated by calculating the area under the ROC curve.

#### 2.6.7 Single cell RNA sequencing data set analysis

We downloaded single-cell RNA sequencing data (GSE158432) from the tissue of patients with AD. The Seurat (version 4.0) R software package was used for pretreatment, and the ScaleData function was employed to filter all genes. Subsequently, 30 principal components with significant statistical significance were selected as inputs of t-Distributed Neighbor Embedding (t-SNE). The PanglaoDB database was used to retrieve the immune cell marker genes, and the corresponding genes of various groups were intersected to identify the class groups of immune cells (Franzén et al., 2019). Finally, we employed the AUCell and UCell modules of the R package to evaluate the action sites of FJDHF. We then utilized CellPhoneDB to analyze and explore the relationship between action sites and other skin tissue cells. CellPhoneDB is a repository that breaks down ligand-receptor interactions between two cell types. During the analysis, we obtained a *p*-value (with a 10% threshold) for the cell-type-specific likelihood of the receptor-ligand complex based on the default settings of CellPhoneDB (Davidson et al., 2020; Kim et al., 2020).

### 2.7 Flow cytometry

Mice were dissected on a super-clean table, and the spleen was ground in a 70 μm strainer to obtain cell suspensions. For cell surface protein detection, cells were re-suspended in 100 μL cold DMEM medium with 10% FBS and 2% antibiotics, stimulated with leucocyte activators (including Brefeldin A, CAT#550583, BD, United States) for 4–6 h, and 0.5 μL Fixable Viability Stain 620 (CAT# 564996, BD, United States) was added and incubated at 4°C for 20 min. Subsequently, 1 mL PBS and 250 g (gravity acceleration) were added for centrifugation to remove supernatant. After re-suspension, 2 μL FC segment receptor blocker (CAT# 553141, BD, United States) was added and incubated for 15 min at 4°C in the dark. Cells were then incubated with CD3 and CD4 fluorescent dye conjugated antibodies (CAT# 561798,553051, BD, United States) in the dark on ice for 30 min. After washing two times with 1×PBS and 0.1%BSA, the cells were suspended in 100 μL washing buffer. For intracellular protein detection, the proposed process using the Fixation/Permeabilization kit (CAT# 554714, BD, United States) was followed, and IL-4, IL-17 and IFN-γ fluorescent coupling antibodies (CAT# 564007557649, BD, United States) were then incubated for 40 min. After washing twice, the cells were re-suspended in 100 μL 1×PBS and 0.1%BSA for flow cytometry analysis (Beckman Coulter, United States). FlowJo software was used to analyze the data.

### 2.8 RNA sequencing of skin in dorsal skin and enrichment analysis

Total mouse dorsal skin samples were subjected to RNA isolation and purification via TRIzol (CAT#15596018, ThermoFisher, United States). The quantity and quality of the total RNA were then assessed using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, United States) and RNA integrity was evaluated using the Bioanalyzer 2100 (Agilent, CA, United States). Dynabeads Oligo (dT) Beads (cat.25-61005, Thermo Fisher, United States) were then employed in two rounds of purification for mRNA capture containing polyadenylated (PolyA) sequences. The captured mRNA was fragmented under high temperature utilizing the NEBNextR Magnesium RNA Fragmentation Module (CAT#E6150S, United States). cDNA synthesis was performed on the fragmented RNA via Invitrogen SuperScriptTM II Reverse Transcriptase (CAT#1896649, CA, United States). *E. coli* DNA Polymerase I (NEB, CAT#m0209, United States) and RNase H (CAT#m0297, NEB, United States) were utilized for two-strand synthesis in order to transform the double strands of DNA and RNA into DNA double strands. Concurrently, dUTP Solution (CAT#R0133, Thermo Fisher, United States) was added to the two-stranded DNA and the ends were completed to flat ends through the addition of an adenosine base to each end, allowing terminal junction with a thymine base. Magnetic beads were then employed to screen and purify fragment size. The two chains were digested by UDG enzyme (CAT#m0280, NEB, United States) and pre-denatured through PCR at 95°C for 3 min, followed by denaturation at 98°C for a total of 8 cycles of 15 s each, annealing at 60°C for 15 s, extension at 72°C for 30 s, which were then finally extended at 72°C for 5 min. This resulted in the formation of a fragment size library of 300bp±50bp (chain-specific library). Subsequently, an Illumina NovaseqTM 6000 was used to perform double-end sequencing in PE150 mode according to the relevant protocols. In this project, fold change ≥2 and q value < 0.05 are used as the threshold criteria for screening differentially expressed genes. Enrichment analysis uses the scheme in 2.7.4.

### 2.9 Statistical analysis

The data are represented as the mean standard measurement error (SEM). One-way analysis of variance was used for comparisons among multiple groups and a *t*-test was used for paired comparisons within groups. All statistical analyses were performed using GraphPad Prism 8.0 software (GraphPad Software, United States) and R processing. *p* < 0.05 was considered to be statistically significant.

## 3 Results

### 3.1 FJDHF attenuated the dermatitis score and reduced epidermal thickness in AD-like mice

On day 4, the group treated with DNCB exhibited various skin reactions, including epidermal thickening, exfoliation, exudation, and application site bleeding. The scores for these reactions were significantly higher than those of the NC group (4.37 ± 0.74 vs. 0.50 ± 0.53, *p* < 0.05). However, there were no statistically significant differences between the other groups and the Model group, except the NC group (*p* > 0.05).

Furthermore, starting from day 14, both the MP group (4.62 ± 0.73) and the FJDHF-M group (6.62 ± 0.74) demonstrated significant reductions in scores compared to the Model group (7.75 ± 0.70) (*p* < 0.05). The degree of reduction in the MP group was superior to that of the FJDHF group (*p* < 0.05). On day 21, the lesions were similar to those on day 14. On the 28th day, the FJDHF-M group (3.00 ± 0.76) exhibited a significant difference compared to the Model group (6.50 ± 0.53) (*p* < 0.05). However, it is worth noting that the MP group had a more pronounced effect in relieving skin lesions compared to the FJDHF group (*p* < 0.05) (Figures 3A, B).

**FIGURE 3:**
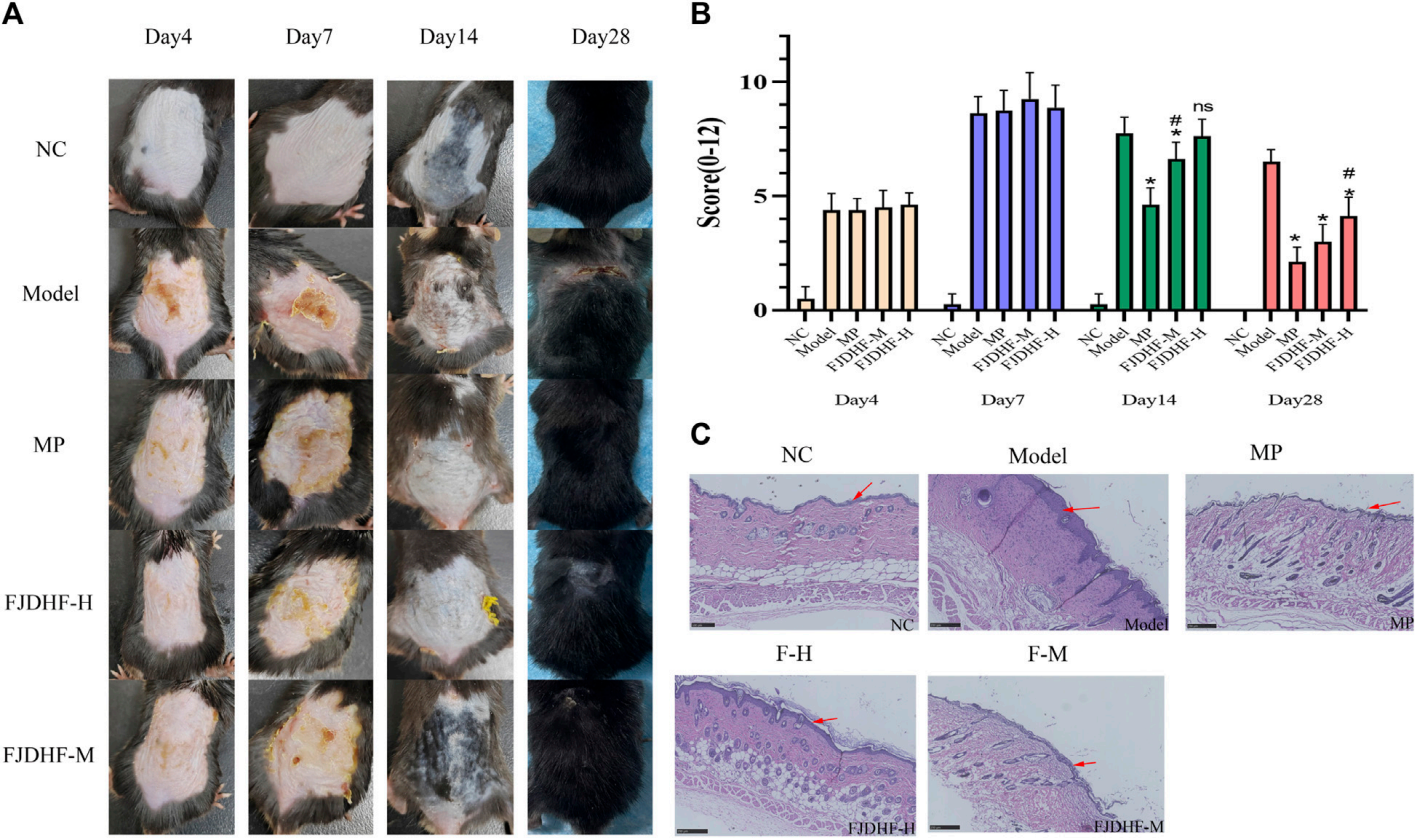
Fangji Dihuang formulation improved skin lesions in DNCB-induced AD mice. **(A)** On the Day 4, Day 7, Day 14, and Day 28, photographs were taken of the back skin of each group; **(B)** Dermatitis scores for each group, NC: normal control; Model: DNCB sensitized mice; MP: methylprednone (10 mg/kg) + DNCB; FJDHF-H: FJDHF-High Dose; FJDHF-M: FJDHF-Middle Dose. * Means vs Model group, *p* < 0.05, # means vs MP group, *p* < 0.05; ns Means vs Model group, *p* > 0.05 **(C)** HE staining of the back skin of mice in each group.

### 3.2 FJDHF can reduce epidermal thickening in DNCB induced atopic dermatitis model mice

The H&E staining sections of the back skin of each group were observed under an optical microscope. As demonstrated in Figure 3C DNCB significantly increased the thickness of the epidermis in mice compared to the NC group. Additionally, both FJDHF and MP were shown to significantly improve epidermal thickening and inflammatory cell infiltration.

### 3.3 Target genes of FJDHF

In this research, we utilized UHPLC-Q-Exactive Orbitrap MS to analyze three batches of FJDHF. Our analysis demonstrated the consistent presence of specific components across different batches (Figure 4A). To further investigate these ingredients, we compared them with three online databases (ITCM, TCMIP, and TCMSID). Through this comparison, we identified 29 duplicate ingredients that were selected for further research (Figure 4B; Supplementary Table S1).

**FIGURE 4:**
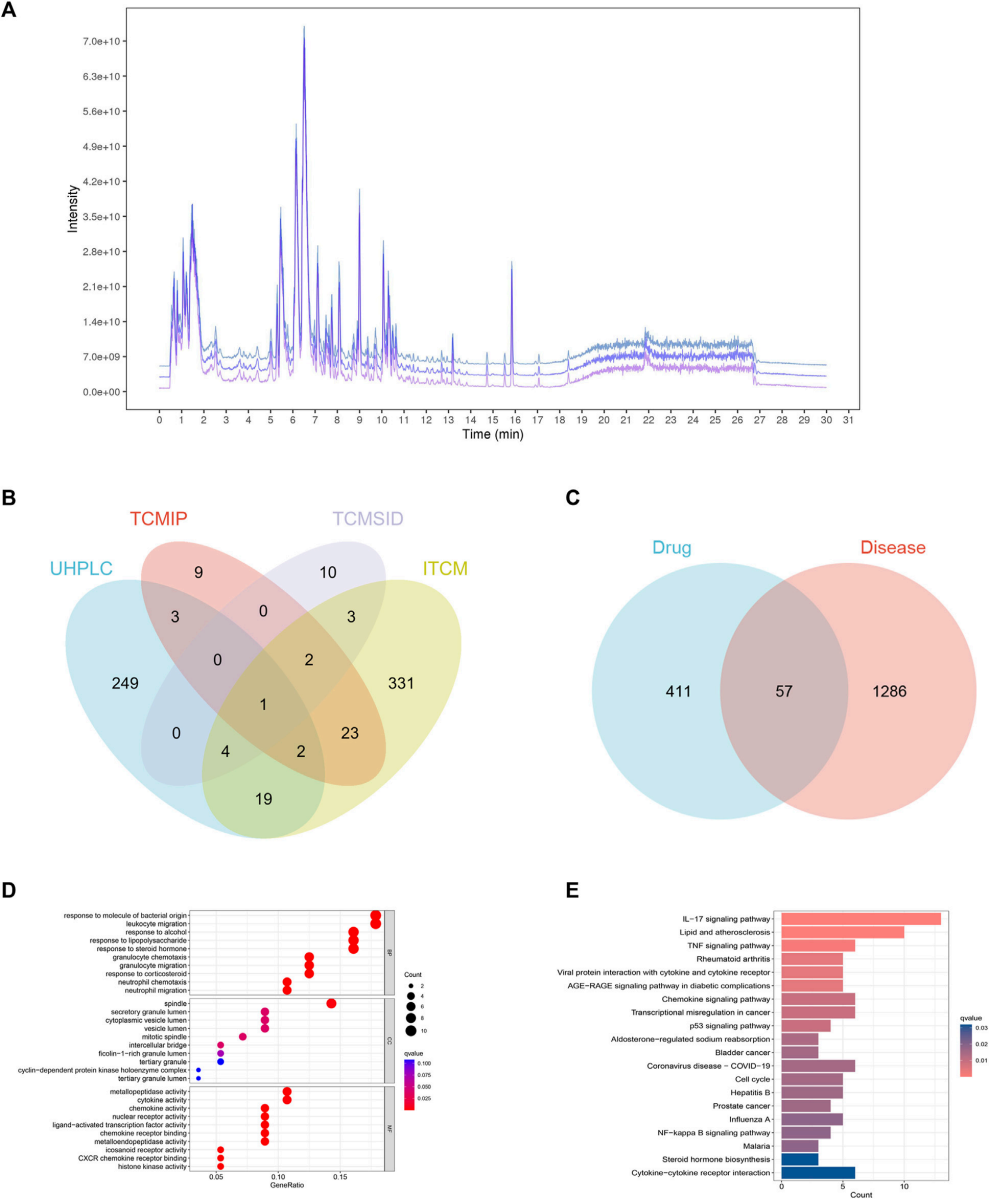
Network Analysis of FJDHF Therapy for Alzheimer’s Disease (AD): **(A)** TIC peaks of three batches of FJDHF analyzed by UHPLC-QE-MS; **(B)** Venn Maps of Compounds Collected from the ITCM, TCMIP, and TCMSID with Compounds Identified by Ultra High Performance Liquid Chromatography-Quadrupole-Exactive Orbitrap Mass Spectrometry (UHPLC-Q-Exactive Orbitrap MS); **(C)** Venn Diagram of FJDHF Targets and AD Disease Targets; **(D)** Gene Ontology (GO) and **(E)** Kyoto Encyclopedia of Genes and Genomes (KEGG) Enrichment Analyses were Performed for 57 Common Targets.

A total of 407 candidate compounds were identified from three online databases: ITCM, TCMIP, and TCMSID. These were then intersected with compounds by UHPLC-Q-Exactive Orbitrap MS, and 29 compounds were selected for this study (Figure 4B; Supplementary Table S1). Subsequently, 468 potential targets were obtained by importing these compounds into the ITCM Database, the TargetNet Database, and the CTD online site (Figure 4C). The GSE32924 database was used to obtain AD-related genes, and the GSE32924 dataset was used to screen the differences in gene expression between the skin of AD patients in the skin lesions and the normal population, resulting in 655 upregulated and 688 downregulated genes (Supplementary Figure S1). A Venn map of disease differential genes and drug targets was created, with 57 common targets between the two. GO and KEGG enrichment analysis of these 57 genes showed that they mainly accumulated in IL-17 signaling pathways, responses to bacterial molecules, leukocyte migration, and other biological processes (Figures 4D, E).

### 3.4 Screening for hub genes in anti-AD action of FJDHF

To gain insight into how presumptive targets can mitigate AD, the 57 common targets obtained in 3.4 were used as input for the Search Tool for the STRING database to create a PPI network (Figure 5A). MCODE identified the most important clusters of highly interactive nodes, yielding 22 hub genes (Figure 5B). To explore their potential function, ClueGo was used to perform enrichment analyses, which showed that these genes are mainly associated with the IL-17 signaling pathway, p53 signaling pathway, and cellular response to UV-A (Figure 5C). The good clustering performance of these hub genes in the GSE28424 dataset was also confirmed by a ROC curve (Figure 5D; AUC >0.7). Then we performed molecular docking and confirmed that the key ingredients bind to CCL17 (Figure 5F).

**FIGURE 5:**
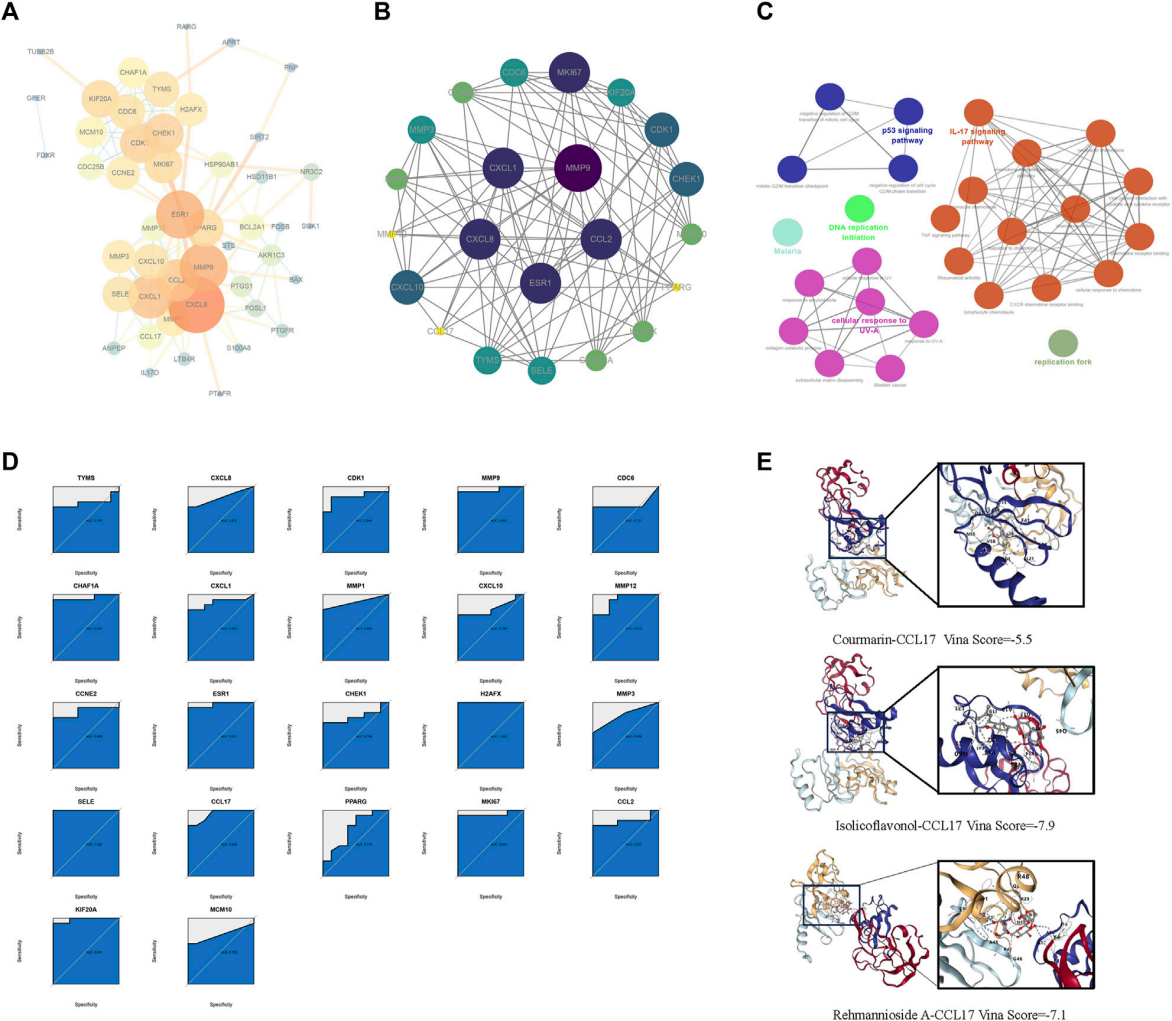
The target network for FJDHF on AD. **(A)** A PPI network of 57 targets was constructed through STRING. **(B)** MCODE was used to extract the most highly interconnected clusters form the network shown in A; **(C)** KEGG and GO enrichment analysis of 22 hub genes; **(D)** Diagnostic effects of each hub gene in the data set. **(E)** Molecular docking of FJDHF major key ingredients with CCL17. CCL17 is displayed as a color 3D model. The ingredient is depicted as a gray rod-shaped substance. Vina Score is the docking score.

### 3.5 Single cell sequencing analysis

Following standardization and quality control, biopsy samples from the diseased area of 10 AD patients and skin tissues of healthy individuals were analyzed. Cluster analysis yielded six groups of cells, identified using Cellmaker annotation as dentritic cell, Epithelial_cells, Keratinocytes, Neurons, NK_cell and T_cells, with UMAP results obtained (Figures 6A, B). Cell distribution of drug target AUCell and UCell functional scores indicated that FJDHF mainly acted on DC, T cell and epithelial cell (Figures 6C, D). Moreover, the interaction between dendritic cells and T cells is accomplished by chemokines (Figures 7A–C). Coincidentally, we found that CCL17 is also one of our central genes, so we conducted molecular docking to verify the efficacy of our candidate compound and CCL17. The results showed that many compounds can effectively connect with CCL17 (Figure 7D).

**FIGURE 6:**
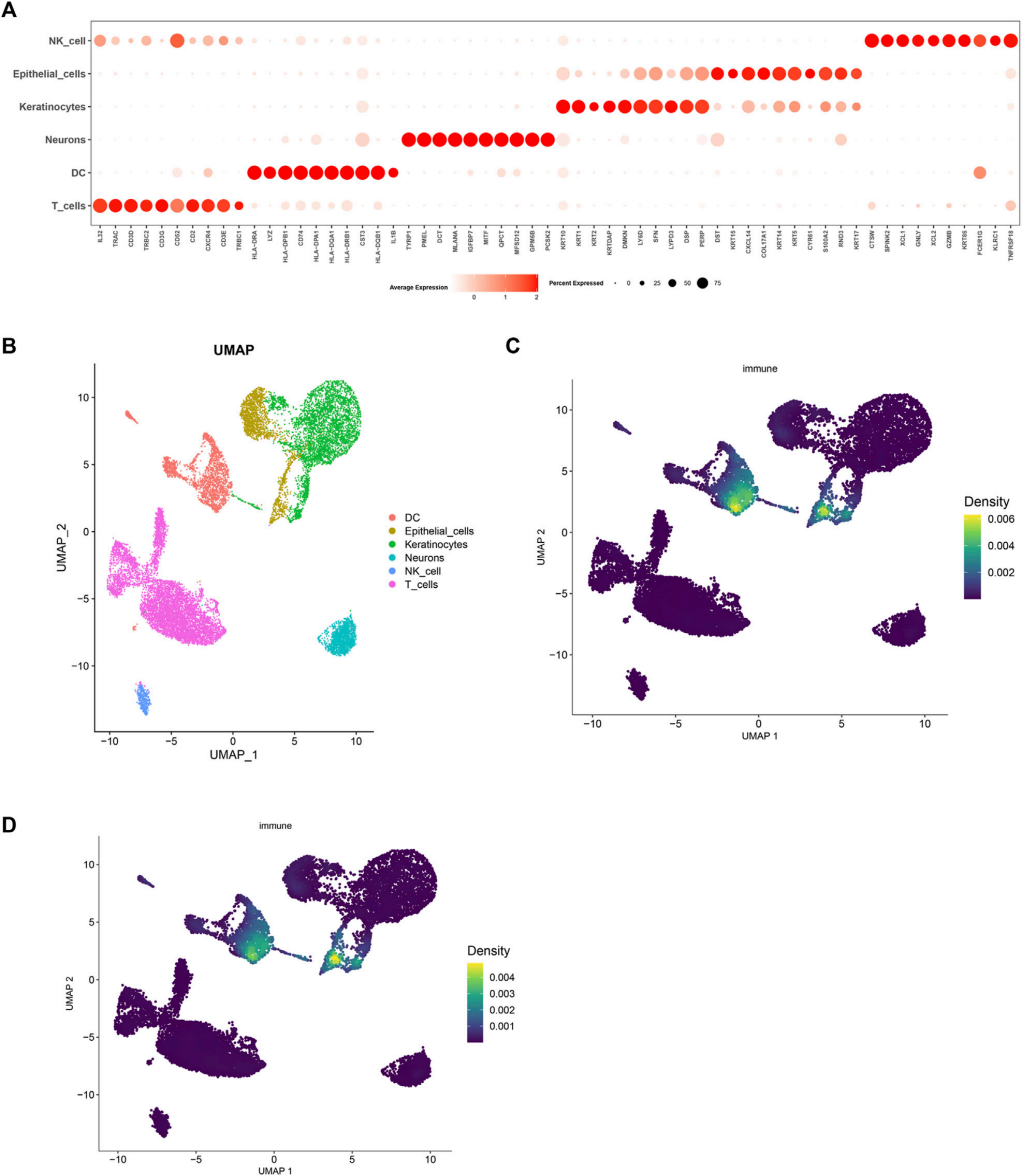
Analysis of single cell RNA sequencing in AD patients. **(A)** A bubble map illustrating marker genes expressed in different cells is presented. The intensity of the color indicates the average expression value of the marker gene, and the size of the circle corresponds to the percentage of cell expression of the marker gene; **(B)** Uniform manifold approximation and projection (UMAP) of single-cell RNA-seq data from AD patients, color code shows cell types; **(C)** AUCell and **(D)** UCell Scores.

**FIGURE 7:**
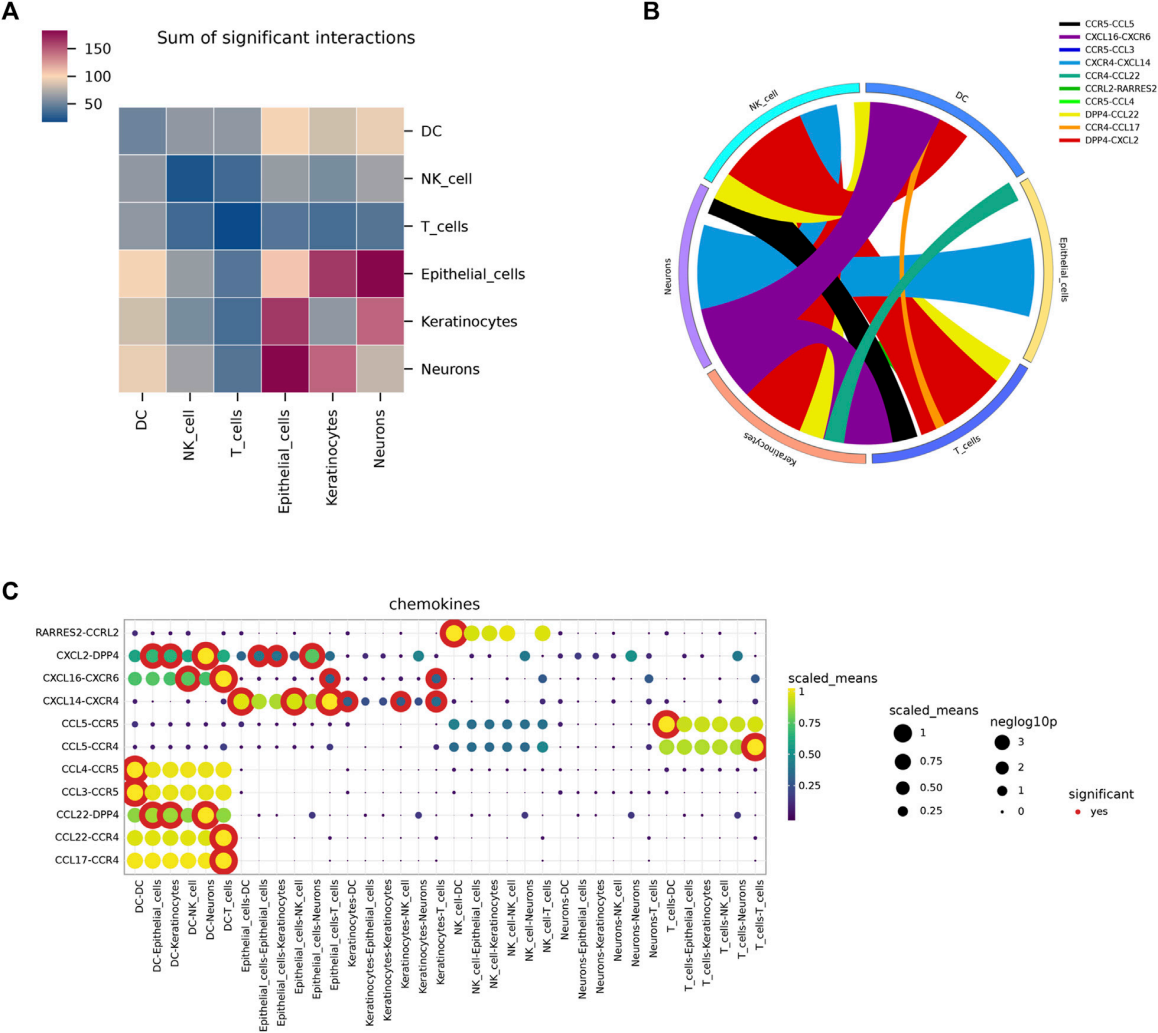
An overview of the interactions of various cell types analyzed using CellPhoneDB. **(A)** A heat map depicting cell interactions is used to illustrate the relationship between two different cell types. The two axes of the graph represent the two cell types, with the horizontal axis indicating the first type and the vertical axis indicating the second. The color gradient from dark blue to purple indicates the number of interactions, with dark blue indicating a low number and purple indicating a high number. **(B)** A circular diagram was used to represent the associations between receptor-ligand pairs between cells, with the color of the links representing the ligand object and the width of the links indicating the ligand-receptor interaction weight. **(C)** Dot plots illustrating putative ligand-receptor interactions between five cell types were generated, with the size of the dots representing the *p*-value and the color indicating the mean value of the receptor-ligand pairs between the two types of cells.

### 3.6 FJDHF downregulates the proportion of Th1, Th2 and Th17 cells in AD model mice

On day 28 of the experiment, we performed sacrificial procedures on the mice and collected fresh spleens for flow analysis. The obtained results, as depicted in Figure 8, revealed significant increases in the proportions of Th1 (3.44% ± 0.72% vs. 1.70% ± 0.95%), Th2 (1.92% ± 1.23% vs. 1.05% ± 0.87%), and Th17 (4.27% ± 0.56% vs. 1.94% ± 1.05%) cells in the model group compared to the control group consisting of normal mice. Upon administering MP, FJDHF-H, and FJFHF-M, we observed a significant decrease in the ratio of Th1 and Th17 cells. Specifically, all three treatment groups exhibited comparable effects in reducing IFN-γ and IL-17 levels, with MP showing the most substantial decrease in Th17 cells, followed by FJDHF-M. FJFHF-H exhibited the weakest effect. These differences were statistically significant (n = 6-7, *p* < 0.05). Unfortunately, in terms of IL-4, although a reduction in data was observed, it did not reach statistical significance (Figure 8A).

**FIGURE 8:**
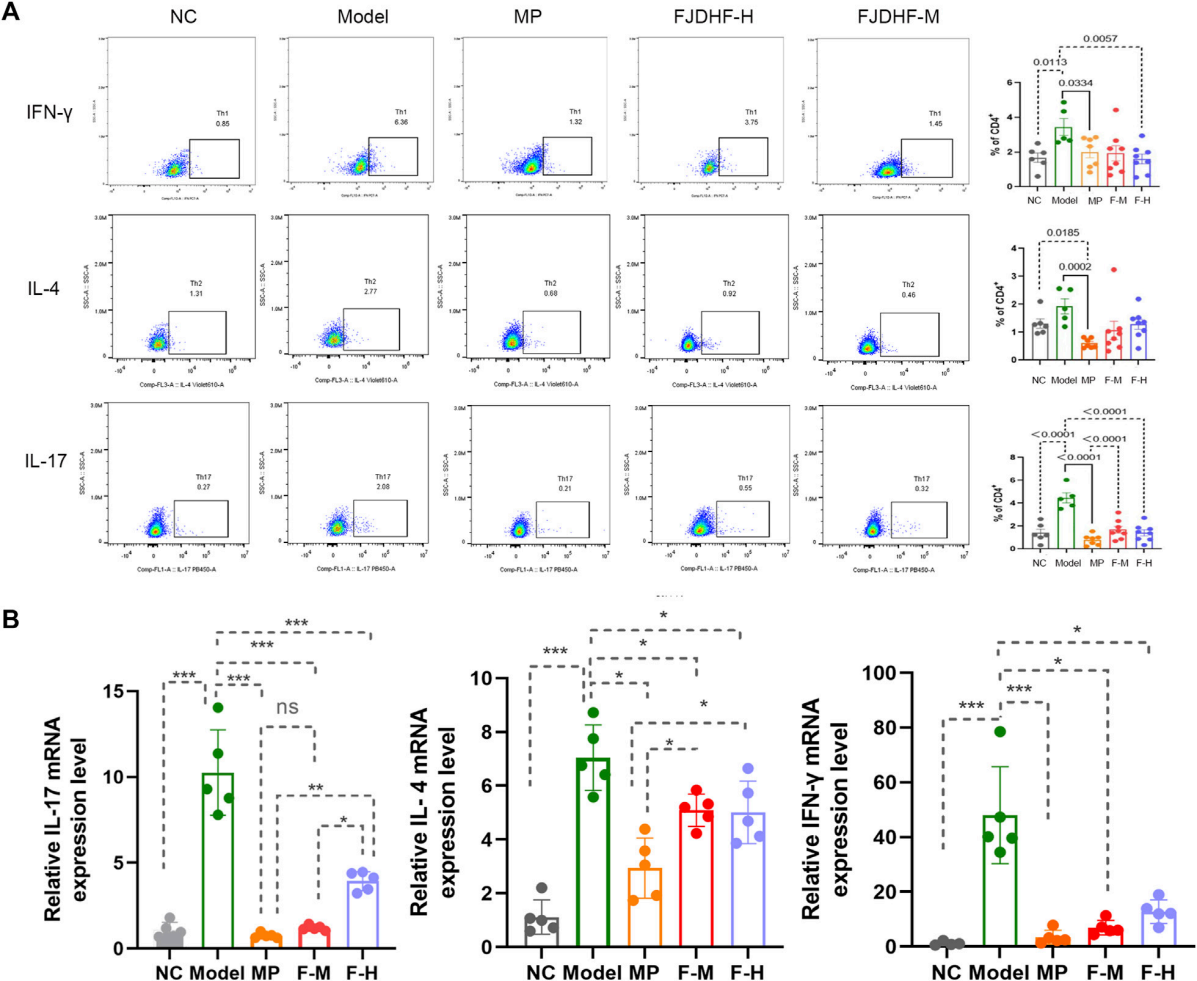
**(A)** The proportion of Th1, Th2 cells and Th17 cells in spleen of mice in each group. **(B)** The difference of IL-17, IL-4 and IFN-gamma mRNA expression in back skin of mice in each group.

We also examined the mRNA expression levels of IL-4 and IFN-γ in the back skin of mice in the four groups stimulated by DNCB and the NC group. The results showed that after the mice were exposed to DNCB, the expressions of IFN-γ and IL-4 in the back skin were significantly increased compared to the NC group, which confirmed the successful establishment of the AD model. The results of rt-PCR analysis confirmed that FJDHF treatment led to a reduction in the expression of IL-4 and IFN-γ in the back skin of the mice, compared to the model group (*p* < 0.05). Moreover, the expression level of IL-17 mRNA showed a significant decrease between model group and FJDHF-M (10.26 ± 2.48 vs. 1.20 ± 0.15, *p* < 0.05, Figure 8B). Therefore, we concluded that FJDHF effectively alleviated the impact of DNCB in the experimental mode.

### 3.7 FJDHF has an anti-atopic dermatitis (AD) role through the interleukin-17 (IL-17) signaling pathway

The results of the *in vitro* experiment revealed that the efficacy of the FJDHF-M group was superior to that of the FJDHF-H group. 

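The RNA-seq libraries came from the back skin of C57BL/6 mice with DNCB-induced dermatitis, a contact allergy raised by painting the shaved skin with a small reactive molecule, and the skin was collected on day 28. Libraries from 4 mice of the Model group and 5 mice of the FJDHF-M group were used. The FJDHF-M mice were given the formulation by oral tube daily after day 7, at a dose that the paper writes both as 4.158 mg/kg/d and as 4.1587 mg/g/d. Polyadenylated RNA was captured and sequenced from both ends as strand-specific libraries. The authors deposited a table of whole-number read counts per gene and a table of FPKM values, which are counts scaled by the authors for gene length and depth. The paper's text gives a fold change of at least 2 and a q value under 0.05 as the criteria for DEGs, and it names neither the aligner, the counting program and the annotation release nor the program behind the q values.

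The columns of both tables have the codes MR1, MR3, MR3_4, MR4_5, MR5, MXL1, MXL12, MXL3_4 and MXL_3, which the paper does not explain. The 5 MR columns were taken as the FJDHF-M group and the 4 MXL columns as the Model group, because these are the numbers of mice in the groups and MX are the initials of the Chinese word for model. No column was matched to a single mouse, and each comparison between the groups, its direction included, rests on this assignment.

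Total counts per library were 75221234 to 77372568 in the FJDHF-M group (median 76743982) and 74648669 to 79474215 in the Model group (median 76656755.5). The largest library exceeded the smallest by 6.46%. At these depths 3 counts of a gene, at or under which it was taken as at the floor, corresponded to between 0.0375 and 0.0415 CPM, which are counts scaled to a common library size. The counts of each of the 36 pairs of libraries differed by more than sampling noise, with a chi-square of 154.5 to 729.2 per degree of freedom, so no column repeats the counts of another. Each column was taken as 1 mouse, which these values do not test.

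The count table listed 55401 genes, of which 20817 passed edgeR's filterByExpr and were tested. Library sizes were scaled by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. For single genes a two-sided exact permutation test over all splits of the 9 libraries into 4 and 5 was added, and 0.00794 is the smallest p it allows. Gene positions are those of the FPKM table, in the mouse genome build GRCm38. Of its 34637 genes, 34540 have an identifier in the GENCODE M21 annotation of that build and 31524 have the same start and end there.

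On the 500 most variable genes, the first principal component held 25.9% of the variance and the second 15.9%. The mean distance between libraries of different groups was 78.9, and between libraries of the same group it was 79.7. Among all splits into 4 and 5, 74 separated the libraries as far as the groups did (one-sided exact permutation test, p = 0.587).

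**Figure D1:**
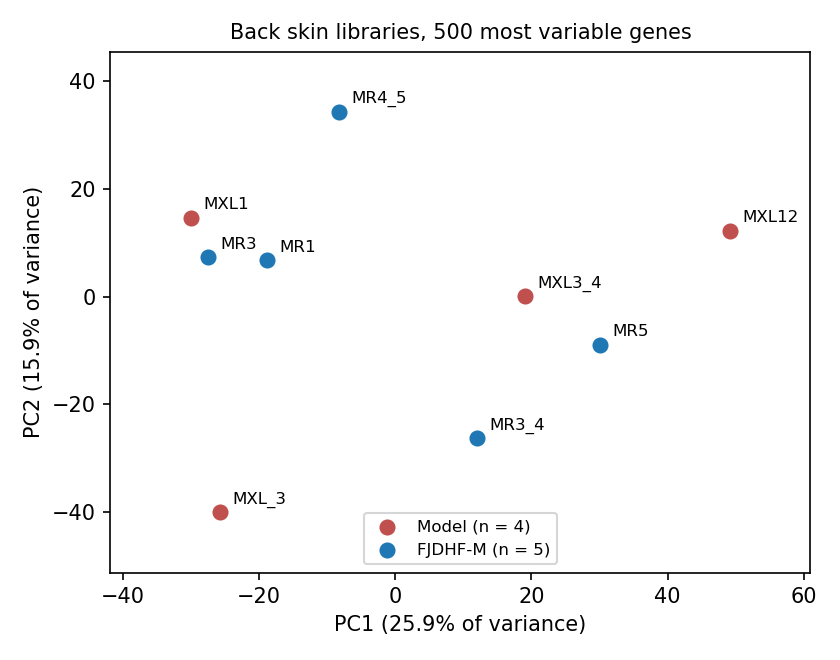
Positions of the 9 back skin libraries on the first and second principal components of log2 CPM over the 500 most variable genes, with each point labelled by its column code. Model (n = 4) and FJDHF-M (n = 5) libraries are interspersed, and MXL12 lies farthest right, at 49.1 on the first component.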

To further investigate the potential underlying mechanisms, back skin of mice from the FJDHF-M group and the model group was collected for RNA-seq analysis. 

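The KEGG annotation in the deposited FPKM table placed 79 of the tested genes in the IL-17 signaling pathway, 228 in cytokine-cytokine receptor interaction and 66 in the PPAR signaling pathway. At a q value under 0.05 and a fold change of at least 2, the number of DEGs was 0, so no pathway could be enriched among them. The adjusted p of each of the 3 pathways was therefore 1 (one-sided hypergeometric test against the 6355 tested genes with a KEGG annotation, with Benjamini-Hochberg adjustment over 313 pathways). With an unadjusted p under 0.05 in place of the q value, 183 genes were listed, 34 of them with a KEGG annotation. Cytokine-cytokine receptor interaction then held 7 listed genes where 1.22 would fall by chance, which ranked 1 of 313 pathways at an adjusted p of 0.0513. The IL-17 and PPAR signaling pathways each held 1 listed gene, Cxcl5 and Ucp1, at an adjusted p of 1. When single libraries were left out, the adjusted p of cytokine-cytokine receptor interaction in this list moved between 6.84e-07 without MXL3_4 and 0.545 without MXL12.

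Over-representation of DEGs has no direction, so the members of each pathway were also compared with all other tested genes by limma's cameraPR, with Benjamini-Hochberg adjustment over the 3 pathways. The mean log2 fold change of the IL-17 pathway was -0.19 (40 genes higher in the FJDHF-M group and 39 lower, adjusted p = 0.922). It was -0.22 for cytokine-cytokine receptor interaction (87 higher and 141 lower, adjusted p = 0.0581) and -0.20 for the PPAR pathway (20 higher and 46 lower, adjusted p = 0.0242). These values assume an inter-gene correlation of 0.01. With the correlation estimated from the data, the adjusted p of the PPAR pathway was 0.575. The mean of the IL-17 pathway was 0.31 without MXL12 (adjusted p = 0.000192), 0.021 with limma on log2(FPKM + 1) and 0.019 with the level of skeletal muscle genes as a covariate. That of cytokine-cytokine receptor interaction was 0.029 without MXL12. At a correlation of 0.01, 35 of 100 splits of the 9 libraries gave an adjusted p under 0.05 for the IL-17 pathway. For cytokine-cytokine receptor interaction 52 did, and for the PPAR pathway 31, so passing cameraPR alone carries little weight.

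**Figure D2:**
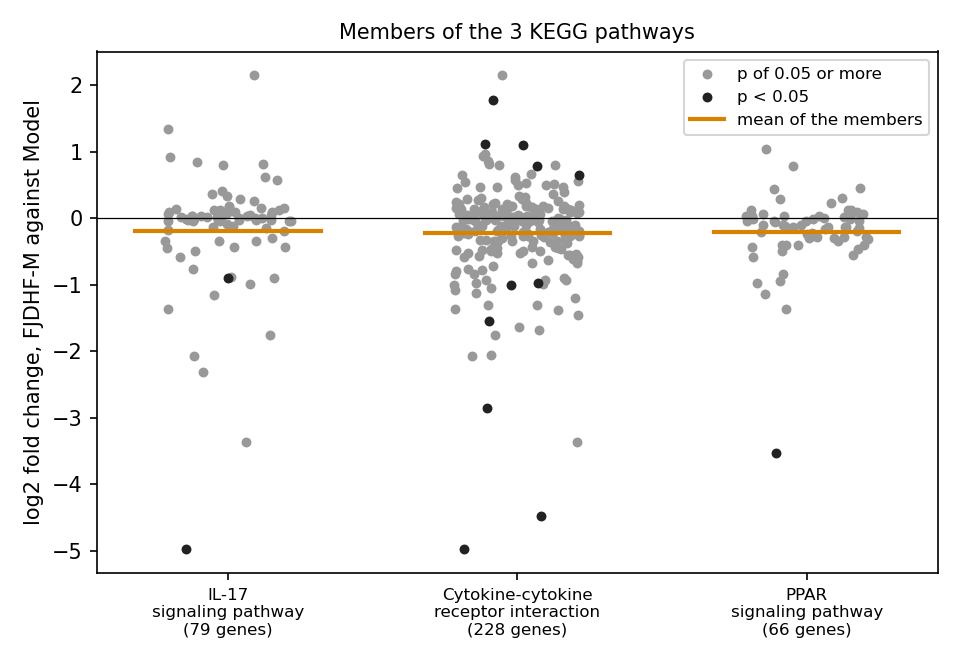
Log2 fold change between the FJDHF-M and Model groups of each tested member of the 3 KEGG pathways, with black points for an unadjusted p under 0.05 and a line at the mean of the members. The means lie between -0.22 and -0.19, and the lowest point is Cxcl5 at -4.98.

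In the IL-17 pathway the 5 genes with the smallest p were Cxcl5, Mmp3, Il6, Ptgs2 and Il1b. Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624), which encodes a neutrophil-attracting chemokine, had 24.5 ± 48.2 CPM (SD, n = 4) in the Model group and 0.776 ± 0.755 CPM (SD, n = 5) in the FJDHF-M group. Its log2 fold change was -4.98 (standard error 1.81, adjusted p = 1.00 from edgeR's quasi-likelihood test). Of its counts, 7316 were in MXL12 and 12 to 42 in each of the other Model libraries, and the difference in mean log2(CPM + 0.5) gave an exact permutation p of 0.563. The log2 fold changes of the other genes were -0.91 for Mmp3, -2.06 for Il6, -2.32 for Ptgs2 and -3.36 for Il1b, a gene that an exon on the opposite strand overlaps. Without MXL12 the log2 fold changes were 0.96 for Cxcl5, 0.32 for Il6, 0.87 for Ptgs2 and 2.06 for Il1b, whereas Mmp3 stayed between -1.13 and -0.63 whichever library was left out. Among the FJDHF-M libraries, MR4_5 had 3988 counts of Il1b against 264 to 1106, and 2055 of Ptgs2 against 409 to 1115. It also had the most of Il6, 106 against at most 89, but Cxcl5 was highest in MR5, at 152. No fit left out both MXL12 and MR4_5, so the positive values may also rest on few libraries.

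**Figure D3:**
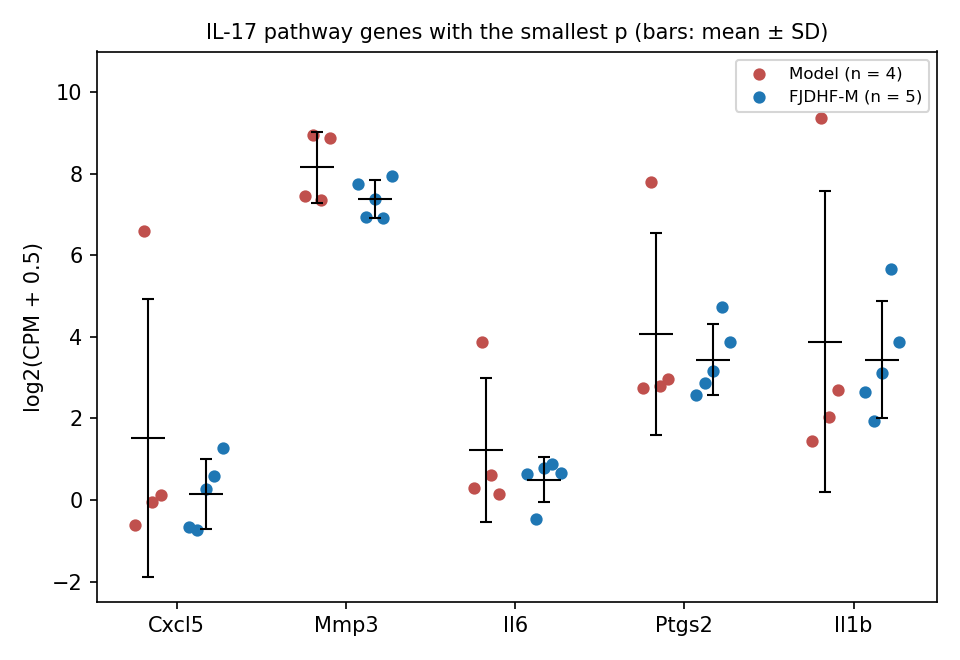
Levels of the 5 IL-17 pathway genes with the smallest p in each library, as log2(CPM + 0.5), with the mean and SD of the Model (n = 4) and FJDHF-M (n = 5) groups. The highest Model points of Cxcl5, Il6, Ptgs2 and Il1b are all MXL12, at 6.61, 3.87, 7.80 and 9.37.

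In cytokine-cytokine receptor interaction, 3 interleukin-1 family genes on chromosome 2 were higher in the FJDHF-M group, Il1f6 by 1.78, Il1f5 by 1.09 and Il1f8 by 1.11 on the log2 scale. Il1f6 (ENSMUSG00000026984, 24215418 to 24225702) had 66.8 ± 29.4 CPM (SD, n = 5) against 19.5 ± 6.80 CPM (SD, n = 4; exact permutation p = 0.0317). Ccr7 and Tnfsf11 were lower, with log2 fold changes of -1.55 (exact permutation p = 0.0238) and -2.86 (exact permutation p = 0.0159). All these genes were chosen for the smallest p among the pathway's 228 members in the same libraries. Their unadjusted permutation p values are therefore not independent support, and none of them passed the adjusted threshold with edgeR. Tnfsf11 had 695 counts in MXL12 and 36 to 58 in the other Model libraries, and its log2 fold change was -0.76 without MXL12. In the PPAR pathway, Ucp1 had the smallest p and a log2 fold change of -3.52, with 2259 counts in MXL_3 and 48 to 88 in the other Model libraries. Without MXL_3 its log2 fold change was -0.24. The log2 fold changes of Ppara, Acadl and Acsl4 lay between -0.59 and -0.31. From the pathways enriched among its DEGs, the paper states that the predictions of its network analysis held.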

Our predictions were confirmed; significantly enriched DEGs in the FJDH group and the model group were found to be associated with the IL-17 pathway, cytokine receptor interactions, and the PPAR signaling pathway (Figure 9).

**FIGURE 9:**
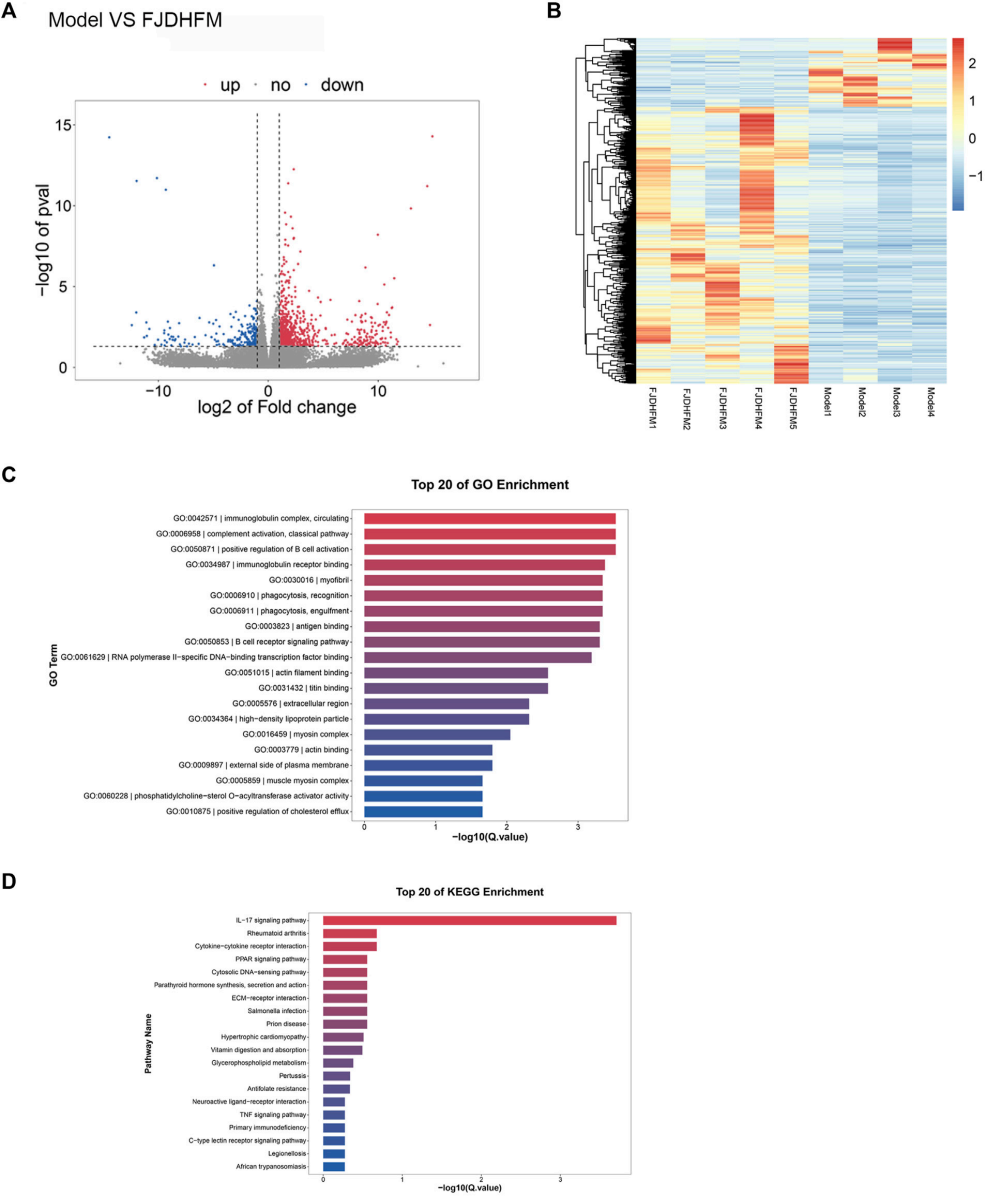
RNA sequencing of mouse back skin in model group and FJDHF-M group. Volcano map **(A)** and heat map **(B)** of DEGs in model group and FJDHF-M group; GO **(C)** and KEGG **(D)** enrichment analysis of DEGs.

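Among the tested genes, 319 (1.53%) had an unadjusted p under 0.05. Of those that also changed at least 2-fold, 89 were higher and 94 lower in the FJDHF-M group. The smallest adjusted p of any gene was 1.00 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The biological coefficient of variation, edgeR's estimate of the spread between mice, was 0.477. In 107 genes (0.514%) each FJDHF-M library lay on the same side of each Model library, and chance alone gives 1.59% for 4 against 5. The number of genes at an unadjusted p with a 2-fold change moved most without a filter on low counts, to 797.

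The 3 genes with the smallest p were Casp14, Defb8 and Calm4. Casp14 (ENSMUSG00000005355, chromosome 10, 78711991 to 78718294), a caspase of the differentiating epidermis, had 28683 to 49350 counts in the FJDHF-M libraries and 9078 to 22247 in the Model libraries. Its log2 fold change was 1.42 (standard error 0.25, unadjusted p = 0.000219), and the exact permutation p was 0.00794. Casp14 was chosen for its small p in the same libraries, so this permutation p is not independent support. Calm4 (ENSMUSG00000033765, chromosome 13, 3837757 to 3838673), a calmodulin-like gene of the epidermis, had 1671 ± 530 CPM (SD, n = 5) against 571 ± 207 CPM (SD, n = 4), a log2 fold change of 1.55. Defb8 (ENSMUSG00000031471, chromosome 8, 19445769 to 19447606), a beta-defensin gene, had 0 to 21 counts in the FJDHF-M libraries and 56 to 227 in the Model libraries, a log2 fold change of -4.07. Calm4 and Defb8 belong to gene families whose reads the counting may have split between members. With DESeq2's Wald test the adjusted p was 0.0072 for Casp14 and 0.012 for Defb8, whereas neither gene passed the adjusted threshold with edgeR. On simulated data without any change DESeq2's test called 13 genes, so these calls carry little weight.

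Over-representation of GO terms was computed from the genes at an unadjusted p with a 2-fold change, of which 119 had a GO annotation. Of 100 splits of the 9 libraries into 4 and 5, 79 listed at least as many genes. GO terms were not tested over such splits, so the adjusted p values below do not tie a term to the treatment. At an adjusted p under 0.05, 10 of 6938 terms were enriched, led by extracellular space (30 genes, adjusted p = 1.04e-06), extracellular region (30 genes, adjusted p = 9.61e-06), immune response (12 genes, adjusted p = 0.001) and cornified envelope (5 genes, adjusted p = 0.0042). Among the terms shown in Figure 9C, extracellular region is 1 of these 10, circulating immunoglobulin complex held 4 of the listed genes at an adjusted p of 0.207, and myofibril held 1 at an adjusted p of 1.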

## 4 Discussion

Atopic dermatitis (AD) is a recurrent skin condition that is characterized by eczema lesions and intense pruritus (Ständer, 2021). The pathogenesis of AD is complex and involves genetic factors, epidermal dysfunction, skin microbiome abnormalities, and immune disorders. Currently, topical anti-inflammatory therapy is used as the first line of treatment for AD. Topical corticosteroids (TCS), topical calcineurin inhibitors tacrolimus and pimeclimus, and the more recently developed phosphodiesterase 4 (PDE4) inhibitor creborol are some of the treatments for AD (Bieber, 2022). For more severe forms of AD, current treatment guidelines recommend the use of cyclosporin A, methotrexate, azathioprine, mycophenolate, biologics, and ultraviolet light (Meng et al., 2021). Previous studies have shown that activated T helper cells in AD (mainly Th2, less Th1, Th17) trigger the release of interleukin and other inflammatory mediators, resulting in Th1/Th2 imbalance, which is an immunological hallmark of AD (Aranez and Ambrus, 2020). The use of biologics to target specific cytokines or Th1, Th2 or Th17 immune responses to suppress immune responses and reduce inflammation has been reported, but these agents can have a variety of side effects and rare complications (Bieber, 2022). Baritinib (JAK inhibitor) is an alternative approach that uses small molecules to interact with multiple signal transduction pathways linked to multiple cytokine receptors and immune pathways (Chun and Lehman, 2020). Although some patients may respond to drug therapy, immunomodulators and gastrointestinal side effects are common, which limits patients’ tolerance to oral preparations. In addition, more severe adverse events such as myosuppression, pulmonary fibrosis, and the risk of cancer and lymphoma have also been reported (Ratchataswan et al., 2021). As a result, the treatment of AD still needs further exploration.

Recently, FJDHF, a herbal prescription comprised of five botanical drugs, has been shown in pharmacological studies to inhibit inflammatory infiltration to varying degrees and reduce the levels of inflammatory cytokines such as TNF-α, IL-6, IL-1β and IFN-γ *in vivo* (Liu et al., 2020; Liu et al., 2020a; 2023; El-Saber Batiha et al., 2020; El-Saber Batiha et al., 2020; Liu et al., 2023). However, the mechanism of FJDHF is still not fully understood. Network pharmacology is a method of predicting underlying mechanisms based on analysis of the active ingredients in herbal prescriptions. Our study has improved the traditional approach of network pharmacology by firstly delineating the active constituents of FJDHF based on itcm and UHPLC-Q-Exactive Orbitrap MS. Secondly, the targets of FJDHF and those of AD were compared, and the therapeutic targets of FJDHF on AD were predicted. In order to identify the core of these targets, PPI maps were drawn for these targets and 22 hub genes were identified using the MCODE algorithm. Most of these 22 hub genes belong to cytokines, especially chemokines. Then, these hub genes were enriched and analyzed. The results showed that the drug could improve AD lesions by regulating IL-17 signaling pathway. A previous Chenglin Song study reported that FJDHF extract improves psoriasis related pathologic symptoms in a dose-dependent manner, possibly by inhibiting the IL-23/Th17 cell axis and reducing inflammatory cytokines for its effect (Song et al., 2021). Our results suggest that FJDHF plays a similar role in treating atopic dermatitis-like lesions as psoriasis. Previous studies have demonstrated that Th17 cells play a role in the pathogenesis of AD, particularly in pediatric and Asian populations (Liu et al., 2020). Furthermore, increased Th17 and decreased Th1 levels have been observed in the skin of Asian AD patients, which may explain the clinical efficacy of FJDHF in Chinese AD patients (Noda et al., 2015). Additionally, Britta C. Martel et al. observed that IL-22, IL-36a/g, IL-36RN and CCL22 expressions were similar between AD and psoriasis (Martel et al., 2016). Furthermore, our study demonstrated that FJDHF treatment effectively reduced the expression of IL-4 and IFN-γ in AD model mice. Previous research has highlighted the significance of IL-4 and IL-13, which serve as central cytokines in AD pathogenesis. These cytokines activate and stimulate Th2 cells, induce the differentiation and activation of myeloid and atopic dendritic cells, and recruit eosinophils. These immune responses subsequently contribute to skin infection, inflammation, skin thickening, and itching (Huang et al., 2022). Additionally, as the disease progresses into the chronic phase, the Th1 immune axis becomes dominant, leading to abnormal expression of IFN-γ (Bieber, 2008). These findings further confirm the substantial role of FJDHF in alleviating skin lesions in AD model mice.

Of note, bioinformatics analysis of single-cell RNA sequencing revealed that these targets were mainly active in dendritic cells. Studies of dendritic cells have revealed that they exhibit distinct immunomodulatory properties (Amon et al., 2019). Shruti Naik et al. demonstrated that exposure of dendritic cells loaded with S. epidermidis to CD8 T cells can result in the production of IL-17A and IFN-γ(Naik et al., 2015). Moreover, S. epidermidis is among the most common bacteria found on the skin of individuals with atopic dermatitis (AD). It has been demonstrated that S. epidermidis expresses high levels of cysteine protease activity upon growth at high cell densities. The enzyme responsible for this activity, EcpA, was identified and was found to be capable of degrading desmocoxin-1 and LL-37 *in vitro*, leading to the disruption of the epidermal barrier and inducing skin inflammation in mice (Cau et al., 2021). Furthermore, IL-23, predominantly secreted by DCs, is known to be involved in the modulation of many cellular processes and has been associated with various inflammatory skin disorders due to its capacity to bind to the IL-23R present on the surface of DCs (Anderson et al., 2018; Li et al., 2019). To investigate the relationship between DC cells and other skin tissues, we conducted a cell communication analysis. It is noteworthy that cytokines, particularly chemokines, are essential for the connection between DC cells and keratinocytes, epidermal cells, and T cells. Moreover, the anti-AD targets of FJDHF that we previously screened contained many chemokines. The potential of targeting the chemokine/chemokine receptor network for the treatment of atopic dermatitis is promising and of great developmental significance (Abboud and Hanson, 2017). Nevertheless, the crosstalk between DC, TL-17, and chemokines needs to be further explored in our subsequent experiments.

In conclusion, network pharmacology and bioinformatics analyses were used to elucidate the mechanism by which FJDHF downregulates IL-17 expression and ameliorates skin lesions in an animal model of atopic dermatitis. Our results provide evidence to support FJDHF as a potential therapeutic agent for atopic dermatitis.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE244430.

How the deposited data were processed for this re-analysis (not part of the article)

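Back skin RNA of 9 mice was measured, 4 of the Model group and 5 of the FJDHF-M group. The authors deposited read counts per gene as whole numbers without normalization, for 55401 genes. The authors also deposited FPKM values for the 34637 genes with a count in at least 1 library, in a table with gene names, positions and GO and KEGG annotation. The paper describes the library preparation and the sequencing, and its text does not name the aligner, the counting program, the annotation release or whether strand was used in counting. The positions are those of GRCm38. The FPKM table repeats the counts in 9 further columns of per-library values, which were checked to be identical to the count table and were not used.

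The column codes of the tables are not explained in the paper. The 5 columns starting with MR were taken as the FJDHF-M group and the 4 starting with MXL as the Model group, from the numbers of columns and the initials of the Chinese word for model. The codes were not matched to single mice. Codes with more than 1 number, such as MR3_4, were taken as 1 mouse each. Whether such codes, or MXL12, mark RNA pooled from several mice could not be checked, so each n counts libraries. Other groups of the study were not analysed here.

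Total counts per library lay between 74648669 and 79474215. A gene with 3 counts or fewer in a library was taken as at the floor, which is 0.0375 to 0.0415 CPM at these depths. This floor covers counting error only, since PCR copies are not independent molecules.

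Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood test and Benjamini-Hochberg adjustment, with no covariate). DEGs were genes with an adjusted p under 0.05 and a fold change of at least 2, as in the paper's methods, and a second count used the unadjusted p, which is the axis of Figure 9A. Over-representation used a one-sided hypergeometric test with the annotation in the deposited table, the tested genes with an annotation as background and terms with at least 5 genes in it. Directions of gene sets used cameraPR of limma 3.58.1 on signed z-statistics with an inter-gene correlation of 0.01, over the 3 pathways, over the mouse orthologues of the 22 hub genes of Figure 5, and over 9 lists of marker genes of skin cell types. Levels of Il17a, Il4, Ifng and Ccl17 were compared on log2(CPM + 0.5) with a two-sided exact permutation test, with Benjamini-Hochberg adjustment over these 4 genes. Marker gene levels per library, called marker scores, are means of log2(CPM + 0.5).

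Genes were named by a rule set in advance, namely the genes the paper names for mouse back skin or as hub genes, the 5 DEGs with the largest increase and the 5 with the largest decrease among those whose groups do not overlap, the DEGs of the 3 pathways or for a pathway without DEGs its 5 genes with the smallest p, and the 3 genes with the smallest adjusted p. Because adjusted p values were tied, their order followed the unadjusted p. Other genes named were chosen after their values were seen. A gene that the rule selects is not reported here.

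The steps were tested on simulated data with the real libraries' means and sizes. Counts were drawn independently for each gene with edgeR's estimates of its spread, and changed genes only from those with a mean over 1 CPM. The recovery therefore does not cover genes at lower levels, such as Il17a, Ifng and Ccl17. Of 200 genes changed 4-fold, edgeR recovered 73% with 5.19% false calls among 154, DESeq2 1.42.0 recovered 90% with 23.1% false calls among 234, and limma on log2(FPKM + 1) recovered 67.5% with 4.26% false calls among 141. On simulated data without any change, the numbers of genes called were 0 for edgeR, 13 for DESeq2 and 0 for limma, and 4.50% of 20166 genes had an unadjusted p under 0.05 with edgeR. In the real data 1.53% did, so the simulation does not match the real libraries in this respect, and recovery in them may differ.

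Alternatives were DESeq2's size factors, DESeq2's Wald test, limma on log2(FPKM + 1), no filter on low counts, at least 10 counts in every library, the skeletal muscle marker score as covariate, leaving out each library in turn, and a replicate block from the numbers that the column codes of the groups share, which was added after the data were seen. For gene sets the inter-gene correlation was also estimated from the data, and limma's fry was run on the marker lists. For single genes the pseudocount was lowered to 0.1, FPKM values replaced CPM, and ranks replaced levels. For 100 splits of the libraries into 4 and 5, the real split included and the others drawn at random, the edgeR fit and the gene set tests were repeated. Overlaps between genes, gene length and GC content came from the GENCODE M21 annotation and transcripts, read with Python 3.11.15, and Fisher's exact test from scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.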

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

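Each test of an explanation in this part was chosen after the pattern it bears on had been seen. Samples far from the others were sought with Dixon's ratio, the gap between an extreme library and its neighbour divided by the range of its group, for library totals, 9 marker scores and 23 genes in both groups. Of these 66 comparisons 7 passed Dixon's critical value, where 3.3 are expected by chance, and 5 of the 7 concern MXL12, a library taken as Model.

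In MXL12 the levels of Cxcl5 (Dixon's ratio 0.899), Il6 (0.875), Ptgs2 (0.956), Il1b (0.843) and Tnfsf11 (0.870) stood apart from the other Model libraries. The counts in MXL12 were 7316 for Cxcl5, 1068 for Il6, 16770 for Ptgs2 and 49835 for Il1b, against at most 42, 80, 527 and 430 in the other Model libraries. These genes were named because they had the smallest p in their pathways, and 1 extreme library can itself give a small p, so the number of such results is not independent of the choice of genes. The same library had the highest neutrophil marker score, 5.50, against 1.79 to 3.87 in the other 8, but with a Dixon's ratio of 0.767 in the Model group this score did not pass the critical value. Its total count of 75986461 lay inside the range of the others, 74648669 to 79474215, and the share of its counts in the 10 highest genes, 8.59%, lay inside theirs, 7.30% to 11.1%, so neither depth nor a few dominant genes accounts for the pattern. The mean log2 fold change of the IL-17 pathway changed from -0.19 to 0.31 without MXL12, so the lower mean in the FJDHF-M group rests on this library. A neutrophil-rich lesion in 1 mouse may be the source of these levels, a hypothesis that the neutrophil score does not establish. The design has no variable that separates this mouse from the other Model mice. A mislabelled library was not tested, and apart from the neutrophil score no biological explanation was tested.

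Ucp1 stood apart in MXL_3, also taken as Model (Dixon's ratio 0.884, 2259 counts against 48 to 88 in the other Model libraries). Brown adipose tissue in the biopsy was tested with 10 other genes of brown adipocytes. Their mean log2(CPM + 0.5) was highest in MXL_3, 2.96 against 2.62 for the next library, but with a Dixon's ratio of 0.476 it did not pass the critical value, so brown adipose tissue is neither shown nor excluded by these genes. The skeletal muscle marker score was also highest in MXL_3, 8.37 against 3.88 to 7.21 in the others. The design has no condition that separates MXL_3 from the other Model mice, so apart from this tissue no other explanation was tested.

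Il6 was low in MR3, taken as FJDHF-M (Dixon's ratio 0.827, 18 counts against 80 to 106 in the other FJDHF-M libraries). The total count of MR3, 77372568, lay inside the range of the other libraries, so depth does not account for it. A single such result is within the number expected by chance.

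Of 9 marker gene lists, which the paper did not analyse, 4 differed between the groups in limma's cameraPR at an inter-gene correlation of 0.01. An adjusted p under 0.05 came from 98 of 100 splits of the libraries for neutrophil, 57 for macrophage and 51 for activated keratinocyte genes. For differentiated keratinocyte genes it came from 62 of 100, so passing this test alone carries little weight. The mean log2 fold change was -1.16 for neutrophil genes (adjusted p = 4.25e-05), 0.15 for macrophage genes (adjusted p = 0.0246), 0.36 for activated keratinocyte genes (adjusted p = 2.41e-05) and 0.67 for differentiated keratinocyte genes (adjusted p = 1.59e-23). In other splits of the 9 libraries the z-statistic was as far from 0 in 55 of 100 splits for neutrophil genes, 51 of 100 for macrophage genes and 17 of 100 for activated keratinocyte genes, so these 3 differences cannot be told apart from an arbitrary split. The neutrophil value was 1.11 without MXL12, that of macrophage genes was -0.054 without MXL3_4, and that of activated keratinocyte genes was -0.034 without MXL_3.

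For differentiated keratinocyte genes, 30 of 34 were higher in the FJDHF-M group, and 1 of 100 splits, the real one, gave a z-statistic as far from 0. As 1 of 9 lists tested this way, such a share has less weight than it would have alone. The assumed correlation matters, since the adjusted p was 0.105 with the correlation estimated from the data and 0.531 with limma's fry, between 1.01e-26 and 6.90e-15 with the other normalization, tests, filters and covariate, and between 1.95e-31 and 1.61e-11 with each library left out. The mean marker score of each library did not separate the groups (difference 0.71, exact permutation p = 0.111, adjusted p = 0.984 over 9 lists). All 5 FJDHF-M libraries, at 5.43 to 6.80, lay above 3 of the 4 Model libraries, and MXL1, at 6.50, lay among them. The mean log2 fold change stayed between 0.49 and 1.20 when each library was left out in turn.

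Technical explanations of the differentiated keratinocyte pattern were tested in turn. The mean log2 fold change was 0.69 with the skeletal muscle score as covariate and 0.70 with the hair follicle score, so the share of muscle or hair in the biopsy does not account for it. For 20 genes of basal keratinocytes the mean log2 fold change was 0.035, whereas their mean score per library was 0.20 higher in the FJDHF-M group (exact permutation p = 0.595), so a larger share of epidermis accounts for little of the first measure and is not excluded by the second. The score of differentiated minus that of basal keratinocyte genes did not separate the groups (difference 0.50, exact permutation p = 0.198). For the differentiated keratinocyte genes the mean log2 fold change was 0.66 after the median of genes with like GC content and length was subtracted, and 0.69 without the Lce1 and Dsg1 genes, whose reads near-identical copies can share. Neither total counts (exact permutation p = 0.762) nor the share of counts in the 10 highest genes (exact permutation p = 0.23) differed between the groups. The assignment of the column codes to the groups could not be tested, so the pattern cannot be told apart from a mislabelled library or, on the scores per library, from a larger share of epidermis. A hypothesis is that late epidermal differentiation was higher after the formulation, found and tested on the same 9 libraries.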

How the results depend on the processing

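The alternatives were set before the data were examined, except DESeq2's test without a filter, the combinations of the unadjusted-p list with other alternatives and a replicate block from the column codes, which were chosen after seeing the data. No paired analysis was possible with the mouse numbers of the sample labels because the column codes are not tied to those numbers, so the fits with that number as a block were not run.

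The codes of 3 libraries per group share a number when separators are ignored (MR1 and MXL1, MR3 and MXL_3, MR3_4 and MXL3_4), though they come from different mice and the codes are not explained. The deviations of these pairs from their group means had a mean correlation across genes of 0.051 (-0.059 to 0.13), against -0.36 to 0.35 in the other 17 pairs. With the shared number as a replicate block, MXL12, MR4_5 and MR5 no longer inform the comparison and 2 residual degrees of freedom are left. The number of DEGs was then 0 (271 genes at an unadjusted p under 0.05), and 189 at an unadjusted p with a 2-fold change. The means were 0.27 for the IL-17 pathway (adjusted p = 0.0179), 0.12 for cytokine-cytokine receptor interaction (adjusted p = 0.0179), -0.041 for the PPAR pathway (adjusted p = 0.507) and 0.10 for the hub genes. They were 0.048 for muscle, 0.20 for neutrophil and 0.86 for differentiated keratinocyte genes, and 5 marker lists passed.

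The number of DEGs at an adjusted p under 0.05 was 0 with edgeR (319 genes at an unadjusted p under 0.05), and 0 with DESeq2's size factors (327), limma on FPKM (381), no filter (926), at least 10 counts in every library (277) and each library left out (216 to 719). It was 2 with DESeq2's Wald test, 1 with the muscle score as covariate and 12 with DESeq2 and no filter, 6 higher and 6 lower. The 2 genes were Casp14 (adjusted p = 0.0072) and Defb8 (adjusted p = 0.012), whose adjusted p reached 1 under other alternatives, and the 1 gene was Rptn, named after its values were seen. On simulated data without any change, DESeq2 with edgeR's filter called 13 genes. An empty list gives an adjusted p of 1 for each pathway whichever direction or background is used, so those settings show no stability.

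At an unadjusted p under 0.05 and a fold change of at least 2, 183 genes became 46 with limma on log2(FPKM + 1), 797 without a filter, 121 with at least 10 counts in every library, 450 with DESeq2 and no filter, and 138 to 417 when each library was left out. The share of higher genes was 48.6% with edgeR and TMM, and 87.0% with limma on FPKM (40 higher and 6 lower), and with the muscle score as covariate 154 were higher and 76 lower. The cause was not tested.

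In the list at an unadjusted p, the adjusted p of cytokine-cytokine receptor interaction was 0.0513, and it was 0.00136 with DESeq2's size factors, 0.0798 to 0.88 with the other tests, filters, covariate, background and directions, and 6.84e-07 to 0.545 when each library was left out. The IL-17 pathway stayed between 0.051 and 1 in the same fits, and the PPAR pathway at 1.

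The mean log2 fold change of the IL-17 pathway changed sign with limma on FPKM (0.021), with the muscle score as covariate (0.019) and without MXL12, and ranged from -0.31 to 0.31 over the fits that each left out one library. Without MXL12 the pathway was higher in the FJDHF-M group (0.31, adjusted p = 0.000192 from limma's cameraPR). This p assumes an inter-gene correlation of 0.01, at which 35 of 100 splits passed for the IL-17 pathway. Apart from the replicate block, the pathway's other alternatives and libraries left out gave an adjusted p of 0.217 to 0.913. The mean of cytokine-cytokine receptor interaction ranged from -0.34 to 0.029 over the fits with a library left out. It passed the threshold without a filter (-0.25, adjusted p = 0.0405) and with at least 10 counts in every library (-0.16, adjusted p = 0.0364), with adjusted p up to 0.575 under the other alternatives. It also passed without MR1, MR3_4 or MXL3_4, down to an adjusted p of 0.000101, and changed sign without MXL12. The PPAR pathway kept its direction in all fits (-0.28 to -0.037 with each library left out) but no longer passed with DESeq2's Wald test (-0.22, adjusted p = 0.0711), limma on FPKM (-0.073, adjusted p = 0.0508) or the correlation estimated from the data (-0.20, adjusted p = 0.575), and its smallest adjusted p among these alternatives was 0.00923. With the hair follicle score as covariate, the fit used for the keratinocyte genes, the PPAR pathway did not pass either (-0.18, adjusted p = 0.0822). It did not pass in 5 of the 9 fits with a library left out. These were the fits without MR3, MR4_5, MR5, MXL1 or MXL_3 (adjusted p up to 0.528, against 0.000165 to 0.0374 in the other 4). The hub genes ranged from -0.46 to 0.033 with each library left out and from -0.65 without a filter to -0.051 with limma on FPKM among the alternatives set beforehand, and passed without MXL1 (-0.46, adjusted p = 0.0112, against up to 0.984 under other alternatives). Without MXL12 the IL-17, cytokine and hub gene means all changed sign, and the other causes were not tested.

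Of the 9 marker lists, 4 passed at a correlation of 0.01, 0 with the correlation estimated from the data (1 at an unadjusted p under 0.05) or with fry (0 at an unadjusted p under 0.05), and 4 to 7 with each library left out. Over those fits the means ranged from -0.84 to 1.17 for muscle, -0.51 to 0.44 for hair, -0.32 to 0.62 for immunoglobulin, -0.22 to 0.32 for adipocyte, -0.082 to 0.25 for T cell, -1.65 to 1.11 for neutrophil, -0.054 to 0.38 for macrophage and -0.034 to 1.31 for activated keratinocyte genes. With limma on FPKM muscle was 0.32 and hair -0.050, with the muscle score as covariate they were 0.042 and -0.00044, and without a filter immunoglobulin was 0.11.

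The difference in Il4 ranged from -0.13 to 0.19 with each library left out, and the log2 fold changes from -0.81 to 0.12 for Il17f, -5.65 to 0.96 for Cxcl5, -2.42 to 0.32 for Il6, -2.80 to 0.87 for Ptgs2 and -4.42 to 2.06 for Il1b. The differences in Il17a, Ifng and Ccl17 kept their direction in each alternative and fell on the same side of the threshold. Differentiated keratinocyte genes stayed between 0.49 and 1.20 and Casp14 between 1.26 and 1.65 with each library left out. Among the marker lists, Casp14 and Defb8, 16 further comparisons with an alternative changed side of the threshold without a change of direction, 13 to weaker and 3 to stronger. With a library left out 23 did so for the marker lists and the list at an unadjusted p, 3 to weaker and 20 to stronger.

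Depth limits Il17a and Ifng, which had at most 24 and 29 counts in any library. Il4 had 49 to 136 counts in each library.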

Differences from the paper's values

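The paper's -log10 Q of the IL-17 signaling pathway is about 3.7 in Figure 9D, read by eye, and the value here was 0, an adjusted p of 1 from an empty list of DEGs. For cytokine-cytokine receptor interaction the paper's value is about 0.68 in Figure 9D, read by eye, against 0 here, and for the PPAR signaling pathway the paper's value is about 0.56 in Figure 9D, read by eye, against 0 here. None of the 19 alternatives set before the data were examined closed the gap for any of the 3 pathways. Apart from DESeq2's Wald test, the muscle score as covariate and the list at an unadjusted p, these alternatives also gave an empty list, which fixes the value at 0. With the list at an unadjusted p the values were 0 for the IL-17 pathway and 0 for the PPAR pathway. For cytokine-cytokine receptor interaction the value was then 1.29, above the paper's.

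Among 20 further settings, chosen after seeing the values, cytokine-cytokine receptor interaction reached 0.633 with limma on log2(FPKM + 1) and 0.866 with at least 10 counts in every library, both with the list at an unadjusted p, and these lie within 1.5 times the paper's value. In 8 of the 20 its adjusted p was under 0.05, namely with DESeq2's size factors and without MR1, MR3_4, MR4_5, MR5, MXL1, MXL3_4 or MXL_3, each with the list at an unadjusted p. The highest value of the IL-17 pathway in these settings was 1.29, and that of the PPAR pathway was 0.

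The paper's methods give a q value threshold for DEGs, whereas the axis of Figure 9A is the unadjusted p. The number here was 0 at the q value threshold, with 319 genes at an unadjusted p under 0.05, of which 183 also changed at least 2-fold. The paper's DEGs may therefore come from the unadjusted p. For the number of DEGs and for the pathways, a wrong assignment of the column codes cannot be told apart from a difference in method or threshold. DESeq2's Wald test called 2 genes (Casp14 and Defb8), the muscle score as covariate 1 (Rptn), and DESeq2 without a filter, chosen after seeing the values, 12.

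Figure 9A shows more genes higher than lower in the FJDHF-M group, and at an unadjusted p 89 were higher and 94 lower here. More were higher than lower with limma on FPKM (40 and 6), at least 10 counts in every library (62 and 59), the muscle score as covariate (154 and 76), DESeq2 without a filter, chosen after seeing the values (243 and 207), the replicate block from the column codes, also chosen after seeing the values (131 and 58), and without MXL1 (259 and 158), MXL12 (150 and 96), MXL_3 (170 and 128) or MR5.

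Figure 9C ranks immunoglobulin and muscle terms high. Circulating immunoglobulin complex ranked 16 of 6938 GO terms here at an adjusted p of 0.207, and myofibril ranked 417 at an adjusted p of 1, both with the list at an unadjusted p. Extracellular region, another term of Figure 9C, ranked 2 at an adjusted p of 9.61e-06 in the same list.

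The paper states from rt-PCR that IL-17 mRNA in back skin was lower in the FJDHF-M group than in the Model group, and that IL-4 and IFN-γ mRNA was lower after FJDHF, without naming the dose group. In the RNA-seq libraries the difference in mean log2(CPM + 0.5) was 0.21 for Il17a (exact permutation p = 0.325), 0.02 for Il4 (exact permutation p = 0.952) and 0.17 for Ifng (exact permutation p = 0.373). The difference in Il4 was negative without MR1, MR3_4, MR5, MXL1 or MXL3_4, down to -0.13. Mean levels in the FJDHF-M and Model groups were 0.134 and 0.039 CPM for Il17a, and 0.179 and 0.101 CPM for Ifng. At such levels the added 0.5 shrinks the differences, which are therefore not comparable in size with rt-PCR fold changes. For Ifng the log2 fold change from edgeR was 0.82 (standard error 1.15).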

Other observations

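The splits for the list at an unadjusted p and for the marker lists, the splits for the distance between libraries, and the test of overlapping genes were chosen after the results were seen. The other tests were chosen before their results were seen.

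Other splits of the 9 libraries into 4 and 5 often gave more than the real one. Of 100 splits, 79 had as many genes at an unadjusted p under 0.05 and a fold change of at least 2, with 100 to 2080 genes and a median of 295. At an adjusted p under 0.05 the real split had 0 genes, which all 100 of 100 splits reach by definition, and 7 splits had at least 1 gene, up to 1049. Among all splits, 74 separated the libraries as far (one-sided exact permutation p = 0.587). The difference between the groups is therefore smaller than many arbitrary differences between these mice.

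The same holds for the pathways. With the list at an unadjusted p, the IL-17 pathway was enriched at an adjusted p under 0.05 in 28 of 100 splits, and the real split was not among them. Cytokine-cytokine receptor interaction was enriched in 47 and the PPAR pathway in 2. A p as small as that of the real split came from 80 of 100 splits for the IL-17 pathway, 42 of 100 for cytokine-cytokine receptor interaction and 56 of 100 for the PPAR pathway. With the list at an adjusted p all 3 counts were 100 of 100 by definition and show nothing. For the direction of the pathways, 96 of 100 splits were as far from 0 for the IL-17 pathway, 56 of 100 for cytokine-cytokine receptor interaction, 23 of 100 for the PPAR pathway and 63 of 100 for the hub genes. For 5 further marker lists these counts were 89 for muscle, 83 for hair, 91 for immunoglobulin, 83 for adipocyte and 61 for T cell genes, out of 100 each. Enrichment of the IL-17 pathway in a comparison of 4 with 5 of these libraries may therefore come from differences between mice that the treatment does not explain.

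Skeletal muscle under the skin varied between libraries, with marker scores from 3.88 in MXL12 to 8.37 in MXL_3. With the muscle score as covariate the number of genes at an unadjusted p was 230 against 183, and 141 of the 230 were among the 183, with 154 higher and 76 lower against 89 and 94. The rise in the total does not show whether muscle drove the genes that left the list. The adjusted p of the IL-17 pathway was 1 with the covariate and 1 without it, so that test shows nothing.

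Among the 22 hub genes of the network analysis, 20 mouse orthologues were tested. Their log2 fold changes lay between -1.75 (Ccl17) and 0.27 (Sele), 1 had an unadjusted p under 0.05 (Mmp3), and the smallest adjusted p over this list was 0.764. The direction of the set gave an adjusted p of 0.309. Ccl17, to which the paper docked the ingredients, had 0 to 26 counts in the FJDHF-M libraries and 10 to 49 in the Model libraries, a difference in mean log2(CPM + 0.5) of -0.52 (exact permutation p = 0.0714, adjusted p = 0.286 over 4 genes). Il17a had at most 24 counts in any library and 0 in 4 of 9. Il17f had a log2 fold change of -0.49 (standard error 0.67, adjusted p = 1.00 from edgeR's quasi-likelihood test). An exon of Ifng overlaps that of another gene on the same strand, so its counts are uncertain.

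In 21 genes at least 1 library had no count while another had 1000 or more. Exons of 42.9% of them overlap exons of another gene on the same strand in GENCODE M21, against 8.59% of 11125 other genes that reach 1000 counts (odds ratio 7.98, Fisher's exact test, p = 2.97e-05). This is consistent with reads being assigned to 1 or the other of such genes from library to library. No biological explanation was tested. Among the 12 genes called by DESeq2 without a filter, a setting chosen after seeing the data, 7 were not tested after edgeR's filter and 5 had more than 3 counts in at most 4 libraries. Gm38287, chosen after its values were seen, had 4758 and 3043 counts in MR1 and MR4_5 and 0 in the other 7 libraries. It overlaps 0 genes on the same strand and 1 on the opposite strand, so overlap on the same strand does not account for it. None of the 12 is in the IL-17 pathway.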
